# Functional and morphological renal changes in a Göttingen Minipig model of obesity-related and diabetic nephropathy

**DOI:** 10.1038/s41598-023-32674-6

**Published:** 2023-04-12

**Authors:** Berit Østergaard Christoffersen, Camilla Aarup Kristensen, Rikke Lindgaard, Rikke Kaae Kirk, Birgitte Martine Viuff, Peter Helding Kvist, Henrik Duelund Pedersen, Trine Pagh Ludvigsen, Tine Skovgaard, Johannes Josef Fels, Torben Martinussen, Liselotte Bruun Christiansen, Susanna Cirera, Lisbeth Høier Olsen

**Keywords:** Endocrinology, Nephrology, Pathogenesis, Diseases, Endocrine system and metabolic diseases, Kidney diseases

## Abstract

Obesity-related glomerulopathy and diabetic nephropathy (DN) are serious complications to metabolic syndrome and diabetes. The purpose was to study effects of a fat, fructose and cholesterol-rich (FFC) diet with and without salt in order to induce hypertension on kidney function and morphology in Göttingen Minipigs with and without diabetes. Male Göttingen Minipigs were divided into 4 groups: SD (standard diet, n = 8), FFC (FFC diet, n = 16), FFC-DIA (FFC diet + diabetes, n = 14), FFC-DIA + S (FFC diet with extra salt + diabetes, n = 14). Blood and urine biomarkers, glomerular filtration rate (GFR), blood pressure (BP) and resistive index (RI) were evaluated after 6–7 months (T1) and 12–13 months (T2). Histology, electron microscopy and gene expression (excluding FFC-DIA + S) were evaluated at T2. All groups fed FFC-diet displayed obesity, increased GFR and RI, glomerulomegaly, mesangial expansion (ME) and glomerular basement membrane (GBM) thickening. Diabetes on top of FFC diet led to increased plasma glucose and urea and proteinuria and tended to exacerbate the glomerulomegaly, ME and GBM thickening. Four genes (CDKN1A, NPHS2, ACE, SLC2A1) were significantly deregulated in FFC and/or FFC-DIA compared to SD. No effects on BP were observed. Göttingen Minipigs fed FFC diet displayed some of the renal early changes seen in human obesity. Presence of diabetes on top of FFC diet exacerbated the findings and lead to changes resembling the early phases of human DN.

## Introduction

Diabetic nephropathy (DN) is one of the most serious chronic complications of diabetes and the condition is associated with considerable risk of morbidity and mortality. DN is the leading cause of end-stage renal disease and has a prevalence of up to 30–40% of diabetic patients^1–3^. In addition, obesity-related glomerulopathy (ORG) is observed with increasing frequency in non-diabetic people living with obesity^4^. The two diseases share many of the same renal morphological and functional changes and the risk factors for disease development are overlapping^1,5^, indicating a common early pathogenesis.

The complex and multifactorial pathogenesis of both ORG and DN remains to be fully elucidated but involves both metabolic and haemodynamic disturbances, and is associated with risk factors such as obesity, insulin resistance, hyperglycemia, dyslipidemia and hypertension^1,5^. The two diseases typically evolve over several years, and there is an unmet need for therapies that halt the progression of the early changes into more advanced disease.

It is not possible to diagnose or monitor early stages of ORG and DN by using the circulating biomarkers traditionally used in kidney disease, i.e. blood urea nitrogen and creatinine or creatinine-derived glomerular filtration rate (GFR), since these biomarkers are not specific, do not reflect small or early changes in renal function, and can only be considered reliable biomarkers in the late stages when significant impairment of the renal function is present^6,7^. Also, microalbuminuria, one of the hallmarks of DN, typically is not present in the very early disease stages and is not a sensitive predictor of disease progression^8^.

Of the newer biomarkers for DN, the tubulo-interstitial biomarker neutrophil gelatinase-associated lipocalin (NGAL) has been shown to be increased in urine prior to the occurrence of microalbuminuria and may serve as a complementary prognostic marker^6,9^. Also, the imaging biomarker resistive index (RI) assessed by Doppler ultrasound has been shown to be increased in obesity^10^ and in the early stages of DN before GFR declines are observed^11.^

From an animal model perspective, benefits may be gained from supplementing the existing rodent models with a porcine model, since the pig is more human-like on several key parameters such as the structure and function of the kidney^12,13^, the inflammasome^14^, and the metabolism and plasma lipid profile^15^. Minipigs are especially attractive to use in long-term studies due to their small size, and studies in minipigs, indicate that early-stage nephropathy can be induced by long-term hyperglycemia, Western diets or a combination of the two^16–18^. More late-stage models with an accelerated disease development would be attractive, and this may be achieved by combining hyperglycemia with some of the other risk factors for developing diabetic nephropathy, such as diet-induced obesity/metabolic syndrome and hypertension. In the present study, obesity and metabolic syndrome were induced by feeding a fat, fructose and cholesterol-rich (FFC) diet, while hypertension was theoretically induced by including a group with a high dietary salt content.

The aim of this study was thus to evaluate changes in functional and morphological renal parameters in Göttingen Minipigs fed an FFC diet with or without chemically induced diabetes and with or without extra dietary salt/hypertension. The evaluations included plasma and urinary biomarkers relevant for ORG/DN, GFR evaluated by inulin clearance, blood pressure (BP), RI, gene expression analyses and histopathological and electron-microscopical examinations of renal tissue samples.

## Methods

### Animals, diet and housing

Fifty-two castrated male Göttingen Minipigs (Ellegaard Göttingen Minipigs A/S, Dalmose, Denmark) aged approx. seven months at study start were included in the study. The average body weight was 16 ± 2 kg. The animals were part of a larger study (n = 84 in total) focusing on other end points (see Supplementary information file 1).

The study was run in 3 staggered cohorts, with animals from all groups equally represented in all cohorts, and animals from each group represented in random order on each study day. After an acclimation period of 2 weeks, the animals were weight-stratified into 3 groups according to diet and diabetic state: SD (fed standard diet, Mini-Pig, SDS, UK) (n = 8), FFC (fed high fat/fructose/cholesterol diet with 2% cholesterol (5B4L) for the first 5 months of the study, then changed to same diet with 1% cholesterol (9G4U) for the rest of the study) (n = 16) and FFC-DIA/FFC-DIA + S (fed FFC 1% cholesterol diet until chemical diabetes induction in week 9, n = 28). After diabetes induction, these animals were allocated into two groups based on their blood sugar levels (aiming at similar blood sugar levels in the two diabetic groups): FFC-DIA (continued on FFC 1% cholesterol diet for the rest of the study) (n = 14) and FFC-DIA + S (switched to FFC 1% cholesterol diet with extra salt (5BTJ, sodium chloride content 2.5%) after diabetes induction) (n = 14) (all FFC diets from TestDiet®, Missouri, US) (Fig. 1). Nutritional compositions of the diets can be found in Supplementary information file 2. The animals were fed once daily and had free access to drinking water; straw was used as bedding and rooting material and apples were given as treats. The animals were housed at the research facilities at the University of Copenhagen and were monitored daily during caretaking and dosing of insulin. They were group housed except for periods with intravenous (IV) catheters implanted and/or wearing blood pressure telemetry equipment.

**Figure 1:**
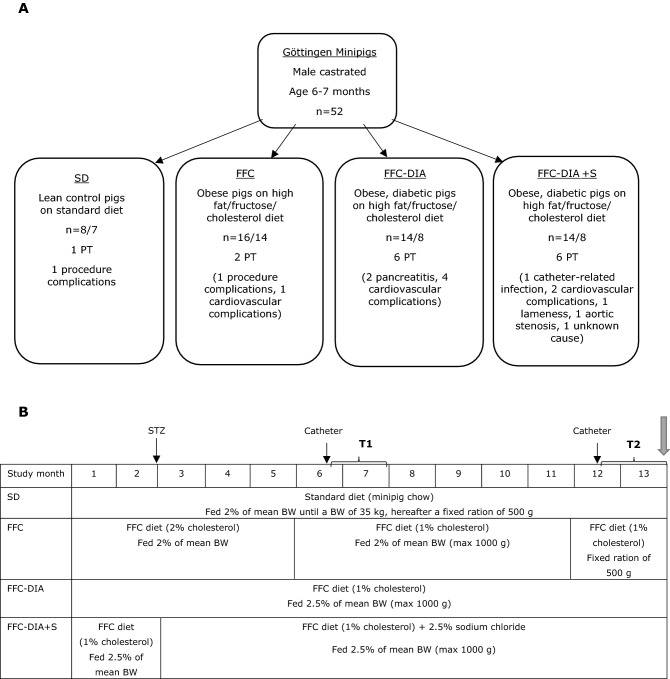
Study overview. (**A**) Fifty-two male castrated Göttingen Minipigs were included in the study and 15 were terminated prematurely. The numbers and reasons for premature termination (PT) are described under each group. The procedure-related complications occurred during investigations of other end points in the same animals (unrelated to the present study). (**B**) Timeline and details of feeding and tests in each of the four groups over the study period. FFC: high fat/fructose/cholesterol diet, STZ: induction of diabetes with streptozotocin, T1: mid-study in vivo evaluations, T2: end-study in vivo evaluations. Grey arrow indicates termination and tissue sampling. Modified from Schumacher et al. with permission^50^.

### Study overview, in vivo evaluations and tissue sampling

In vivo evaluations were performed at mid study (T1, from 6–7 months after study start) and repeated at end study (T2, from 12–13 months after study start) (Fig. 1B). In vivo evaluations included weighing, measurement of body composition by dual energy x-ray absorptiometry (DEXA) scanning, blood and urine sampling, GFR measurement by inulin clearance test, BP measurements by telemetry, and RI assessment by ultrasound scanning. All in vivo methods are described in detail in Supplementary information file 3.

Study duration was 13 months and at the end of the study the animals were euthanised by exsanguination during deep surgical anaesthesia using tiletamin and zolazepam mixture (Zoletil 50 Vet, ChemVet, Silkeborg, Denmark) with added ketamine (Ketaminol Vet (100 mg/mL) Intervet, Skovlunde, Denmark), xylazine (0.84 mg/kg) (Rompun Vet (20 mg/mL) Bayer, Lyngby, Denmark) and buthorphanol (0.16 mg/kg) (Torbugesic (10 mg/mL) Scanvet, Fredensborg, Denmark), after which the kidneys were harvested for histopathological and electron microscopical evaluations and gene expression analysis as described in Supplementary information file 3. All tissue analyses were blinded (investigators were unaware of group allocations).

### Catheter implantation

A central-venous catheter was implanted under general anesthesia at least 1 week before procedures requiring venous access (diabetes induction or test periods) using one of the 3 methods described in Supplementary information file 3. The catheter was used for diabetes induction, stress-free blood sampling and infusion of glucose and inulin during tests.

### Induction of diabetes

Six to eight weeks into the study, after 4–6 weeks on the experimental diets, a type 1-like (insulin-dependent) diabetes was induced in 28 animals (FFC-DIA and FFC-DIA + S) by streptozotocin (STZ, Sigma-Aldrich, Denmark), 60 mg/kg given intravenously (IV) once daily on three consecutive days (protocol modified from Gerrity et al.^19^). Fasting blood glucose level was measured daily for the first 8 days after induction and then 1–2 times weekly (glucometer Accu-Chek® Aviva, Roche Diabetes Care, Roche Danmark). Daily subcutaneous injections with insulin glargine (Lantus®, Sanofi-Aventis, Frankfurt am Main, Germany) were given in the morning in relation to the meal to keep the fasting morning blood glucose at approx. 15 mM. Approximately three weeks after diabetes induction, the animals were allocated into two diabetic groups FFC-DIA (n = 14) and FFC-DIA + S (n = 14) with similar mean plasma glucose level.

### Serum, plasma and urine analysis

Serum, plasma and urine analyses were performed as described in Supplementary information file 3.

### Calculations and statistical analyses

Data are presented as median and interquartile range (Q1-Q3). . GFR (inulin curves used for calculation are presented in Supplementary information file 4) was given as absolute value (ml/min/pig). Albumin, protein and NGAL concentrations in urine were corrected for urine creatinine concentrations, giving the following derived parameters: uACR (urine albumin/urine creatinine), uPCR (urine protein/urine creatinine) and uNGALCR (urine NGAL/urine creatinine).

Statistical analysis, Spearman correlation analysis and principal component analysis (PCA) were performed using SAS version 9.4, SAS Studio (Statistical Analysis Software, SAS Institute Inc., Cary, NC, USA) or RStudio (gene expression analyses, Rstudio Team, 2015). Graphs were made with GraphPad Prism (GraphPad Software, La Jolla, CA, USA). No power calculations were performed, since no a priori knowledge of effect size and variation for the renal end points was available. Further details can be found in Supplementary information file 3.

### Ethical approval

The study was approved by the Animal Experiments Inspectorate, Ministry of Food, Agriculture and Fisheries, Denmark (License No. 2012-15-2934-00715). All procedures were performed in accordance with the EU directive on protection of Animals for Research Purposes Directive 2010/63/EU. The study is reported in accordance with the ARRIVE guidelines.

## Results

Thirty-seven animals out of 52 completed the study (see Fig. 1 for causes of premature termination). The key data and statistics are presented in Tables and Supplementary information file 5.

### BW and body composition

Body weight and Fat% were significantly higher in the three FFC-groups compared to SD at both T1 and T2. At T2, the FFC group had higher Fat% than FFC-DIA + S whereas no significant differences were observed between the two FFC-DIA groups. Both BW and Fat% increased significantly from T1 to T2 (Table 1).

**Table 1:** Basic characteristics of castrated male Göttingen Minipigs fed with standard diet (SD) or fat, fructose and cholesterol rich diet (FFC) with or without additional salt (S) and with or without streptozotocin-induced diabetes (DIA).

Parameter	Study period	SD n = 8	FFC n = 16	FFC-DIA n = 14	FFC-DIA + S n = 14	Overall significant *P*-values
Bodyweight (kg)	T1	29.5 (28.0–30.5)	43.5 (40.0–47.5)	35.5 (32.0–38.0)^12^	36.0 (32.0–39.0)^9^	^#^Group*time (*P* = 0.0011): FFC > FFC-DIA, FFC-DIA + S > SD T2 > T1
	T2	39.0 (38.0–41.0)^7^	78.0 (69.0–81.0)^14^	59.5 (54.8–64.0)^8^	53.5 (49.0–68.0)^8^	
Fat free body mass (FFBM) (kg)	T1	22.4 (20.9–23.0)	27.1 (25.0–28.2)^14^	21.6 (20.1–23.8)^8^	22.6 (21.6–23.9)^8^	Group*time (*P* < 0.0001): T1: FFC > SD, FFC-DIA, FFC-DIA + S T2 > T1: SD, FFC-DIA, FFC-DIA + S
	T2	26.9 (24.0–28.6)^7^	27.0 (24.8–27.8)^14^	25.4 (22.9–27.0)^8^	24.9 (23.2–29.6)^8^	
Total Body Fat (%)	T1	21.5 (19.5–28.2)	40.2 (37.6–41.9)^14^	36.5 (33.1–38.0)^12^	34.8 (28.5–37.6)^9^	^#^Group*time (*P* = 0.0009): T1 and T2: FFC, FFC-DIA, FFC-DIA + S > SD T2: FFC > FFC-DIA + S T2 > T1
	T2	27.6 (24.0–30.7)^7^	64.2 (61.4–67.6)^14^	54.8 (52.7–56.0)^8^	53.1 (47.9–61.0)^8^	
Systolic BP (mmHg)	T1	131 (128–134)^7^	123 (111–129)^14^	116 (113–126)^10^	127 (115–134)^8^	Time (*P* = 0.0001): T2 > T1 Period (P < 0.0001): Day > night
	T2	137 (129–140)^6^	140 (132–154)^9^	127 (116–146)^7^	132 (113–141)^7^	
Diastolic BP (mmHg)	T1	95 (91–98)^7^	89 (84–94)^14^	88 (86–92)^10^	91 (87–101)^8^	^##^Time(*P* < 0.0004): T2 > T1 Period: (*P* < 0.0001): Day > night
	T2	97 (96–105)^6^	103 (101–111)^9^	96 (89–111)^7^	94 (86–101)^7^	
Mean BP (mmHg)	T1	115 (110–116)^7^	108 (98–113)^14^	103 (101–111)^10^	111 (103–118)^8^	Time (*P* < 0.0004): T2 > T1 Period: (*P* < 0.0001): Day > night
	T2	117 (113–122)^6^	123 (118–134)^9^	112 (104–130)^7^	115 (100–123)^7^	
Mean HR (beat/min)	T1	80 (76–84)^7^	94 (88–96)^14^	100 (97–104)^10^	98 (93–102)^8^	^###^Time (*P* < 0.0001): T1 > T2 Group (*P* < 0.0001): FFC-DIA, FFC-DIA + S > SD, FFC
	T2	72 (69–80)^6^	72 (71–75)^9^	96 (83–102)^7^	86 (76–105)^7^	
Circulating metabolic biomarkers						
Plasma glucose (mmol/L)	T1	3.7 (3.5–4.0)	3.8 (3.7–4.1)	14.9 (9.3–17.6)^12^	16.0 (10.4–17.0)^9^	^#^Group (*P* < 0.0001): FFC-DIA, FFC-DIA + S > SD, FFC
	T2	3.6 (3.3–3.9)^7^	3.7 (3.6–3.8)^13^	15.4 (14.7–19.0)^8^	13.7 (13.0–15.6)^7^	
Plasma fructosamine (µmol/L)	T1	250 (239–276)	239 (219–259)	479 (306–587)^12^	504 (478–562)^9^	^#^Group (*P* < 0.0001): FFC-DIA, FFC-DIA + S > SD, FFC
	T2	245 (214–271)^7^	240 (235–254)^13^	525 (450–560)^8^	480 (443–499)^7^	
Plasma triglycerides (mmol/L)	T1	0.34 (0.30–0.41)	0.57 (0.39–0.80)	0.87 (0.66–2.20)^12^	0.96 (0.69–1.41)^9^	^####^Group (T1: *P* = 0.0011, T2: *P* = 0.0006): T1: FFC-DIA, FFC-DIA + S,FFC > SD T2: FFC, FFC-DIA > SD
	T2	0.34 (0.29–0.35)^7^	0.63 (0.54–0.88)^13^	1.45 (0.83–2.00)^8^	1.13 (0.95–1.61)^7^	
Plasma total cholesterol (mmol/L)	T1	2.0 (1.7–2.2)	16.9 (11.4–21.3)	21.4 (10.6–32.4)^12^	14.6 (7.5–24.5)^9^	^####^Group (*P* = 0.0002): FFC, FFC-DIA, FFC-DIA + S > SD
	T2	1.7 (1.6–2.2)^7^	11.9 (11.0–13.2)^13^	18.9 (15.9–25.4)^8^	19.2 (11.3–26.3)^7^	
Plasma insulin (pM)	T1	20.4 (16.9–37.9)	36.8 (27.9–54.7)	8.5 (3.2–16.2)^12^	12.0 (3.0–19.3)^9^	^#^Group (*P* < 0.0001): SD, FFC > FFC-DIA, FFC-DIA + S
	T2	27.1 (16.9–43.6)^7^	55.5 (43.8–67.0)^14^	12.7 (5.7–15.4)^9^	5.4 (3.0–10.4)^8^	
Plasma glucagon (pM)	T1	7.7 (5.4–9.3)	16.0 (15.0–17.3)	29.9 (22.8–41.1)^12^	32.7 (20.2–36.9)^9^	^#^Group (*P* < 0.0001): FFC-DIA, FFC-DIA + S > FFC > SD Time (*P* = 0.0017): (T1 > T2)
	T2	6.7 (4.7–12.6)^7^	11.3 (8.9–13.8)^14^	25.9 (16.9–32.6)^9^	18.5 (12.9–22.4)^7^	

BP: Blood pressure, HR: Heart rate. Selected parameters were influenced by cohort: Body weight (CoA > CoB)(*P* = 0.024) and in addition plasma glucose (*P* = 0.0072 (CoA > CoC)), triglycerides at T1 (*P* = 0.048; CoA > CoC) ) and total cholesterol atT1 (*P* = 0.010; CoA > CoC) and* P* = 0.029; CoB > CoC).

T1: Approx. 7 months of diet-feeding, T2: Approx. 13 months of diet feeding.

Median and interquartile range (Q1-Q3). *P*-values < 0.05 were considered significant.

Superscript: Actual numbers included in the statistical analysis due to missing data. P-values from post hoc tests were adjusted using Bonferroni correction.

^#^Logaritmic transformation, ^##^Square root transformation, ^###^Logaritmic transformation: log(HRt1/1-HRt1), where HRt1 = (mean HR-50)/(164–50), ^####^Non parametric test.

### Circulating and urinary biomarkers

As expected, plasma glucose and fructosamine were significantly increased and insulin significantly decreased in the two diabetic groups compared to both the FFC and SD groups, and at both T1 and T2. Total cholesterol (TC) was significantly higher in all three FFC-groups compared to SD at both time points. Triglyceride (TG), urea and glucagon were significantly higher in the two diabetic groups compared to both FFC and SD. Furthermore, TG and glucagon were significantly higher in the FFC group compared to SD. Plasma creatinine was significantly lower in the two diabetic groups compared to both FFC and SD, and in the FFC group compared to SD at both T1 and T2. For plasma creatinine, the values were overall higher at T2 compared to T1, and for glucagon the values were higher at T1 compared to T2. No significant differences were observed in plasma NGAL concentrations at either time point.

At both T1 and T2, UPCR was higher in FFC-DIA compared to the three other groups, whereas no significant differences between the groups were found in UACR. UNGALCR was higher in the two diabetic groups compared to SD and FFC at both time points (Table 2).

**Table 2:** Kidney urine and circulating biomarkers in castrated male Göttingen Minipigs fed with standard diet (SD) or fat, fructose and cholesterol rich diet (FFC) with or without additional salt (S) and with or without streptozotocin-induced diabetes (DIA).

Parameter	Time	SD n = 8	FFC n = 16	FFC-DIA n = 14	FFC-DIA + S n = 14	Overall significant *P*-values
Circulating kidney biomarkers						
Plasma creatinine (mmol/L)	T1	0.073 (0.068–0.076)	0.055 (0.048–0.064)	0.036 (0.028–0.049)^12^	0.038 (0.026–0.050)	Group (*P* < 0.0001): SD > FFC > FFC-DIA, FFC-DIA + S Time (*P* < 0.0001): T2 > T1
	T2	0.082 (0.070–0.091)^7^	0.070 (0.058–0.077)^13^	0.039 (0.035–0.049)^8^	0.046 (0.041–0.067)^7^	
Plasma urea (mmol/L)	T1	1.9 (1.7–2.9)	2.9 (2.6–3.5)	3.4 (2.4–4.4)^12^	3.6 (2.9–3.8)	Group (*P* < 0.0001): FFC-DIA, FFC-DIA + S > SD, FFC
	T2	1.7 (1.6–2.0)^7^	2.4 (2.1–2.5)^13^	3.4 (2.8–3.8)^8^	3.9 (3.4–4.1)^7^	
Plasma NGAL (ng/mL)	T1	80.5 (70.0–95.6)^7^	74.9 (68.1–88.9)^14^	78.7 (67.5–82.1)^7^	73.8 (64.8–97.8)^8^	^#^NS
	T2	75.7 (63.6–91.2)^7^	77.0 (73.1–79.4)^14^	68.6 (51.5–76.4)^8^	79.8 (62.0–93.9)^8^	
Urinary kidney biomarkers						
Urinary glucose (mmol/L)	T1	0.92 (0.65–5.15)	1.00 (0.49–10.92)	64.6 (63.5–66.7)^12^	66.4 (64.4–66.8)^9^	^#^Group (*P* < 0.0001): FFC-DIA, FFC-DIA + S > SD, FFC
	T2	0.50 (0.16–0.92)^7^	0.59 (0.42–1.00)^14^	279.7 (134.5–361.9)^8^	147.0 (98.9–335.0)^9^	
UACR (mg/g)	T1	14.1 (3.65–47.8)	14.8 (5.65–52.25)	84.5 (26.2–270.2)^12^	18.4 (4.2–36.6)^9^	^##^T1:Group (P = 0.047) Posthoc tests NS
	T2	8.2 (4.3–9.8)^7^	6.5 (4.0–12.5)^14^	120.6 (4.3–920.0)^8^	10.8 (6.0–42.5)^9^	
UPCR (mg/g)	T1	73.9 (62.5–154.6)	126.1 (95.8–175.9)	311.3 (219.5–505.3)^12^	176.0 (137.0–181.1)^9^	^#^Group (*P* < 0.0001): FFC-DIA > FFC, SD, FFC-DIA + S
	T2	117.2 (76.2–132.2)^7^	96.1 (70.4–115.9)^14^	281.0 (130.2–461.1)^8^	115.9 (106.1–224.7)^9^	
UNGALCR (ng/mg)	T1	6.6 (4.0–9.3)^6^	13.9 (10.3–20.0)^14^	51.3 (37.1–122.6)^8^	27.0 (19.0–42.9)^8^	^#^Group (*P* < 0.0001): FFC-DIA, FFC-DIA + S > SD, FFC
	T2	5.0 (3.8–11.3)^6^	13.8 (8.5–19.5)^13^	38.9 (23.2–63.2)^8^	32.0 (11.6–53.7)^8^	

NGAL:neutrophil gelatinase-associated lipocalin, UACR: urinary albumin to creatinine ratio, UPCR: urinary protein to creatinine ratio, UNGALCR: urinary NGAL to creatinine ratio. Two parameters were influenced by cohort: Plasma creatinine (CoB > CoC) (P = 0.034) and plasma urea (CoA > CoC (P = 0.0003).

T1: Approx. 7 months of diet-feeding, T2: Approx. 13 months of diet feeding.

Median and interquartile range (Q1-Q3).

Superscript: Actual numbers included in the statistical analysis due to missing data. P-values from post hoc tests were adjusted using Bonferroni correction.

^#^Logaritmic transformation, ^##^Non parametric test.

### Haematology and clinical chemistry

FFC-DIA and FFC-DIA + S had lower sodium concentrations compared to FFC and SD. No significant differences were found in any of the other parameters (Supplementary information file 6).

### GFR by inulin clearance test

The absolute GFR was significantly higher in FFC animals compared to SD and FFC-DIA at T1, and in all three FFC groups compared to SD at T2 (Fig. 2D). In addition, the GFR increased in all three FFC groups from T1 to T2 (Table 3, Supplementary information file 5).

**Figure 2:**
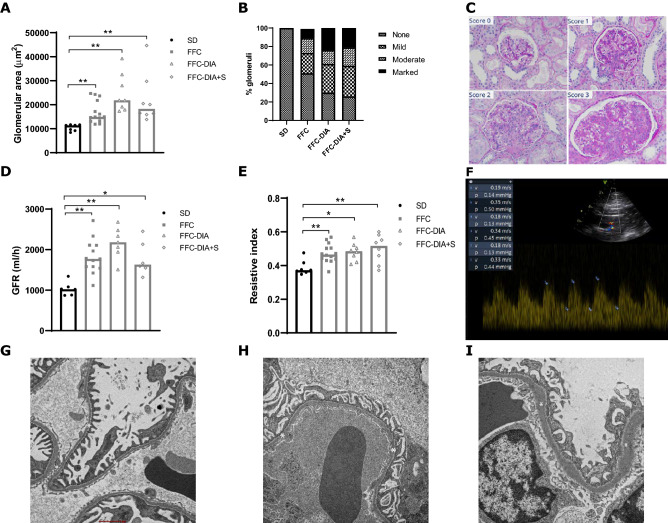
Data related to renal function and morphology. Glomerular size (**A**), mesangial expansion score (**B**), examples of mesangial expansion scores also illustrating the differences in glomeruli sizes (**C**). Score 0: no mesangial expansion, score 1: mild mesangial expansion, score 2: moderate mesangial expansion and score 3: marked mesangial expansion. Periodic acid-Schiff (PAS). × 40 original magnification. GFR estimated by inulin clearance test (**D**), resistive index (RI) (**E**), illustration of the RI measure (**F**), normal range glomerular basement membrane (*) in SD minipig, × 4800 original magnification (**G**) moderate thickening of basement membrane (*) in FFC minipig, × 4800 original magnification (**H**) severe thickening of basement membrane (*) and podocyte foot process fusion in FFC-DIA minipig, × 4800 original magnification (**I**). Castrated male Göttingen Minipigs fed with standard diet (SD) or fat, fructose and cholesterol rich diet (FFC) with or without additional salt (S) and with or without streptozotocin-induced diabetes (DIA). n = 6–14. *p < 0.05, **p < 0.01, ***p < 0.001.

**Table 3:** Kidney functional and morphological changes in castrated male Göttingen Minipigs fed with standard diet (SD) or fat, fructose and cholesterol rich diet (FFC) with or without additional salt (S) and with or without streptozotocin-induced diabetes (DIA).

Functional kidney parameters						
GFR (ml/min/pig)	T1	13.5 (12.8–14.9)	24.1 (19.6–26.2)^15^	17.9 (16.5–21.1)^10^	20.2 (14.7–23.5)^7^	Group*time (*P* < 0.0029): T1: FFC > SD, FFC-DIA T2:FFC, FFC-DIA, FFC-DIA + S > SD T2 > T1: FFC, FFC-DIA, FFC-DIA + S
	T2	17.1 (14.6–18.0)^8^	29.5 (26.3–33.1)^13^	36.4 (32.4–41.3)^7^	27.1 (25.8–35.6)^6^	
Resitive index	T1	0.42 (0.38–0.42)	0.44 (0.41–0.48)	0.46 (0.38–0.48)^12^	0.47 (0.43–0.55)^9^	**Group (*P* = 0.0002):** FFC, FFC-DIA, FFC-DIA + S > SD **Time (*P* = 0.047):** T2 > T1
	T2	0.37 (0.36–0.42)^7^	0.47 (0.44–0.50)^14^	0.49 (0.44–0.51)^8^	0.52 (0.43–0.57)^8^	

Kidney morphology						
Kidney weight (KW) (g)	T2	72 (57–76)^7^	116 (100–126)^14^	139 (128–151)^8^	109 (96–143)^8^	**Group (*P* < 0.0001):** FFC, FFC-DIA, FFC-DIA + S > SD
Kidney fibrosis	T2	0.0679 (0.0661–0.0104)^7^	0.0854 (0.0470–0.1259)^14^	0.0555 (0.0422–0.0722)^8^	0.0653 (0.0406–0.1152)^8^	**NS**
Average percentage glomeruli with ME score 0/1/2/3	T2	100/0/0/0	51/22/16/10^14^	30/31/15/24^8^	26/33/20/21	^**####**^**NS** for comparison between the FFC groups SD not included in the analysis since all had score 0
Glomerulus area (µm^2^)	T2	11,383 (9202–11,602)^7^	14,907 (13,174–21,771)^14^	21,839 (18,518–30,269)^8^	18,262 (16,066–25,095)^8^	^**##**^**Group (**P** < 0.0001):** FFC, FFC-DIA, FFC-DIA + S > SD

GFR: glomerular filtration rate, FFBM: fat-free body mass, KW: kidney weight. T1: Approx. 7 months of diet-feeding, T2: Approx. 13 months of diet feeding. Median and interquartile range (Q1-Q3). Superscript: Actual numbers included in the statistical analysis due to missing data. P-values from post hoc tests were adjusted using Bonferroni correction. ^##^Non parametric test, ^###^Two-sided analysis of variance, ^####^Proc genmod.

### 24 hour systemic blood pressure and heart rate

Thirty-nine animals were included in the mid study BP evaluations and 29 animals were included in the end study evaluations (see number of animals included in each group in Table 1). For all of DIA-BP, SYS-BP and MEAN-BP there were no significant differences between the groups; all values were higher at T2 compared to T1, and in the day-time compared to the night-time (Table 1, Supplementary information file 7). For HR, the values were also higher in the day-time versus the night-time, but lower at T2 compared to T1. In addition, the two FFC-DIA groups had significantly higher HR compared to both FFC and SD.

### Resistive index (RI)

There was a significant difference in RI between groups both at T1 and T2, with all three FFC groups having higher values than SD (Table 3, Fig. 2E). In addition, there was a significant overall increase in RI from T1 to T2.

### Kidney weight and histopathological evaluations of kidney tissue

The three FFC-groups had significantly higher absolute KW compared to SD (Table 3).

Based on Periodic acid–Schiff (PAS) staining, the kidneys in the three FFC groups showed varying degrees of histopathological changes such as hypertrophic and hyperplastic glomerular lesions and basement membrane thickening. Occasionally, glomerulosclerosis, periglomerular fibrosis, tubular atrophy and tubular basal membrane thickening associated to focal interstitial fibrosis were observed (n = 2 FFC; n = 2 FFC-DIA, Supplementary information file 8), but quantification of fibrosis using image analysis revealed no significant difference between the groups. Specifically, the glomerular size was significantly higher in all three FFC groups compared to SD (Fig. 2) and mesangial expansion evaluated as mesangial score was higher in all 3 FFC groups compared to SD (Fig. 2B). The lesions were not followed by clear immune cell infiltration or other characteristic features observed in diabetic nephropathy.

### TEM

The glomerular basement membrane thickening, observed by PAS staining in the histopathological evaluation, was confirmed by TEM (Fig. 2). Basement membrane thickening was observed both in the FFC and FFC-DIA groups but was most pronounced in the FFC-DIA group alongside with podocyte foot process fusion and nodular masses of mesangial matrix.

### Correlations

In Spearman correlation analysis of selected parameters including plasma and urinary biomarkers, renal histology, KW, RI, BW, Fat%, mean 24 h BP and mean 24 h HR, only a few correlations remained significant after Bonferroni correction (Fig. 3C and Supplementary information file 9).

**Figure 3:**
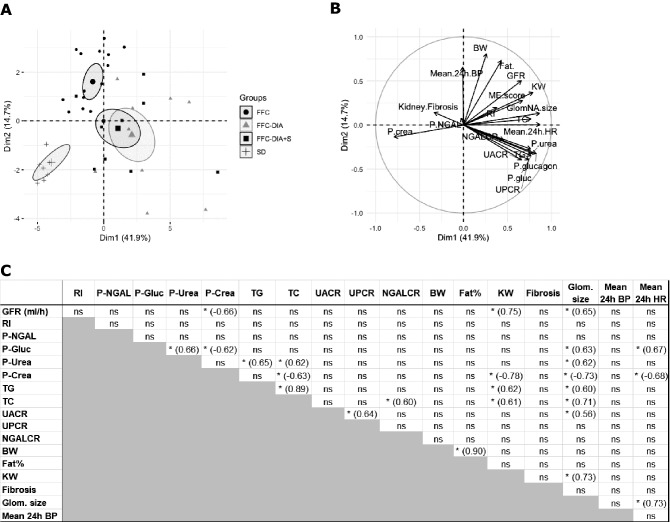
PCA plot (**A**), PCA variable correlation plot (**B**), and Spearman correlation analysis (**C**). *p < 0.05, number in parenthesis is the Spearman correlation coefficient for significant correlations. RI: resistive index, p-NGAL: plasma neutrophil gelatinase-associated lipocalin, p-Glu: plasma glucose, P-crea: plasma creatinine, TG: triglycerides, TC: total cholesterol, GFR: glomerular filtration rate, UACR: urinary albumin to creatinine ratio, UPCR: urinary protein:creatinine ratio, NGALCR: urinary neutrophil gelatinase-associated lipocalin to creatinine ratio, Fat%: body fat percentage, KW: Kidney weight, Glom. Size: glomerular size, BP: blood pressure, HR: heart rate.

### Gene expression

After qPCR data processing, 73 kidney related genes and 4 reference genes were expressed within the dynamic range in kidney tissue from the three diet groups SD, FFC and FFC-DIA and were accepted for further statistical analysis (see Supplementary information file 10 for raw data and data log2 FC for these 73 assays). 

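Tissue from the left kidney cortex of 28 male, castrated Göttingen Minipigs was assayed by high-throughput qPCR on a microfluidic chip, on which every cDNA is run against every primer pair. The SD group had 7 animals, the FFC group 13 and the FFC-DIA group 8. In the FFC-DIA group diabetes was induced with streptozotocin, a toxin of the insulin-producing beta cells, at 60 mg/kg on 3 days, and all animals were sampled after 13 months. The authors deposited the quantification cycle (Cq) of each assay, averaged over the cDNA replicates held for an animal and not normalized. Cq is the PCR cycle at which the fluorescence passes a threshold, so a lower Cq means more transcript, and a difference of 1 cycle is 2-fold where the product doubles in every cycle. The median Cq of an animal over the 73 kidney genes was 11.7 in the SD group (range 11.3 to 13.6), 12.2 in the FFC group (range 10.8 to 13.2) and 11.7 in the FFC-DIA group (range 10.4 to 12.1). For 6 genes the mean Cq was above 18. A late Cq starts from fewer template molecules and is less precise. Each Cq was subtracted from the mean Cq of ACTB, TBP1 and RPL4 in the same animal, and the mean of the SD group was set to 0, which gives a log2 relative quantity. A doubling per cycle was assumed, since the authors' correction for PCR efficiency needs standard curves that were not used here. The resulting values lay within 0.01 of the paper's log2 values in every animal for 47 of the 48 genes held by the copy of that supplementary table used here, which is shortened and lacks the remainder of the 73. The authors also deposited a table of fold changes. It was used only as an alternative, since 437 of its 2016 numbers are whole numbers, 53 of them 0, and 12 of the 72 genes with values carry those of another gene. Groups were compared gene by gene with a permutation test of the one-way F statistic on the log2 values, with 100000 labellings of the animals and Bonferroni adjustment over the 73 genes. Pairs of groups were compared with a two-sided exact permutation test of the difference of mean log2 values over all splits of the animals, with Bonferroni adjustment over the 3 comparisons of a gene. A large part of the panel moved in one direction. The median log2 difference over the 73 genes was 0.55 for FFC vs. SD, with 65 genes higher, and 0.21 for FFC-DIA vs. SD, with 54 genes higher. For FFC-DIA vs. FFC it was -0.33, with 60 genes lower. This common shift moved with the reference genes. For FFC vs. SD it was 1.37 with RPL4 alone and 0.14 with ACTB and TBP1 without RPL4, the latter a choice made after the Cq of RPL4 had been seen. With GAPDH alone its sign changed to -0.77, with 68 genes lower, a setting that contains a GAPDH Cq of 20.6 in 1 SD animal. The mean GAPDH Cq of SD was 10.2 with that animal and 8.50 without it, against 9.52 in FFC. The change of sign therefore rests on this 1 animal. For FFC-DIA vs. FFC the common shift was -0.86 with RPL4 alone, and its sign changed to 0.23 with ACTB alone, with 53 genes higher. Differences of single genes are therefore also given relative to the mean of the 73 genes in each animal.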

Statistical analysis resulted in 4 genes being significantly de-regulated between groups after multiple test correction: Angiotensin I converting enzyme (*ACE*), cyclin dependent kinase inhibitor 1A (*CDKN1A*), solute carrier family 2 member 1 (*SLC2A1*) and podocin (*NPHS2*) (Fig. 4 and Supplementary information file 10).

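In the permutation test over the 3 groups, 4 of the 73 genes passed Bonferroni correction, which places the threshold of a single gene at 0.000685. CDKN1A, SLC2A1 and ACE were among them. The p-value was 1e-05 for CDKN1A, the smallest that the number of labellings can give, 0.00014 for SLC2A1 and 0.00034 for ACE. After adjustment these permutation p-values were 0.00073, 0.0102 and 0.0248. SMAD4 was the first gene not to pass, with a permutation p-value of 0.00149, adjusted to 0.109. In total 26 genes had an unadjusted p-value under 0.05. With Benjamini-Hochberg in place of Bonferroni adjustment 9 genes passed. With GAPDH alone as the reference gene 0 passed, and with ACTB and TBP1 without RPL4 only CDKN1A and SLC2A1 did. Over 17 alternative ways of processing, ACE no longer passed in 9, SLC2A1 in 7 and CDKN1A in 1. The 7 include the deposited fold-change table, where the values at SLC2A1 are those of another gene. Compared pair by pair, with Benjamini-Hochberg adjustment over the 73 genes, 14 genes differed between FFC and SD, 13 of them higher in FFC. That count was 0 with ACTB and TBP1 without RPL4, with ACTB, TBP1 or GAPDH alone and with all 4 reference genes, 1 when the animals were centred on the mean of the 73 genes and 53 with RPL4 alone, and it ran from 0 to 24 when single animals were left out. In FFC-DIA 2 genes were higher than in SD, CDKN1A among them. Between FFC-DIA and FFC 4 genes differed, with CDKN1A higher and ACE and SLC2A1 among those lower in FFC-DIA. In this pair 7 genes were higher and 0 lower with ACTB alone, 1 higher and 8 lower with TBP1 alone, 0 higher and 1 lower with RPL4 alone, and 0 genes differed with GAPDH alone. As the p-values of 4 genes lay below the level it had set for multiple comparisons, the paper states that they were de-regulated and compares them between the pairs of groups.

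**Figure D1:**
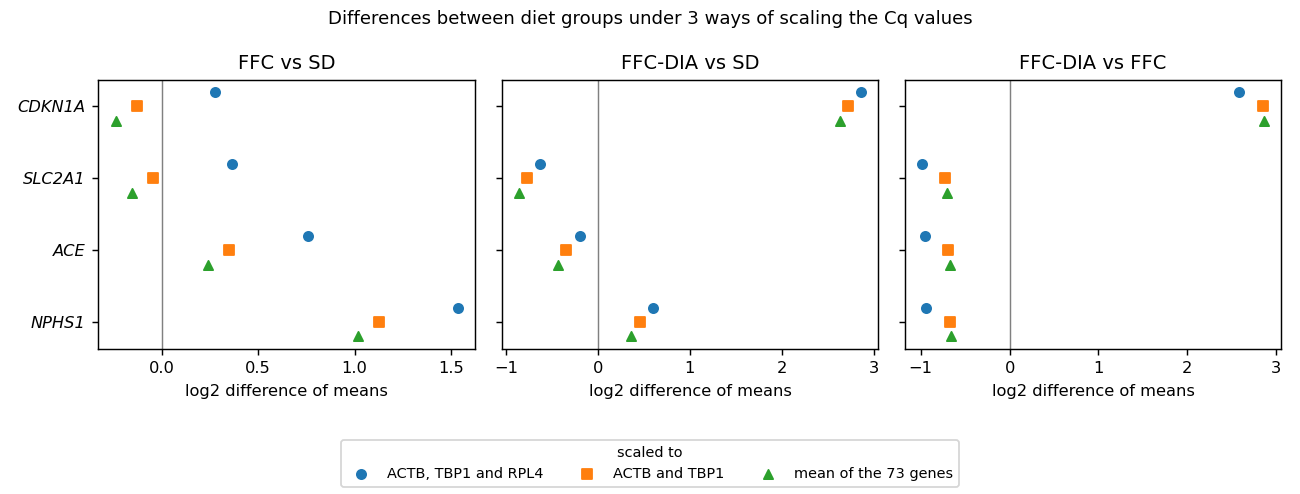
Log2 differences of group means (x axes, log2 units) of 4 genes in the 3 comparisons of diet groups, with the Cq values scaled to ACTB, TBP1 and RPL4 (circles), to ACTB and TBP1 (squares) or to the mean of the 73 kidney genes (triangles). A change of scaling moves all genes of a comparison by the same amount. For FFC vs. SD the circles therefore lie to the right of the other symbols in all 4 genes alike. The difference of CDKN1A for FFC-DIA vs. FFC stays between 2.59 and 2.87 under the 3 scalings.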

**Figure 4:**
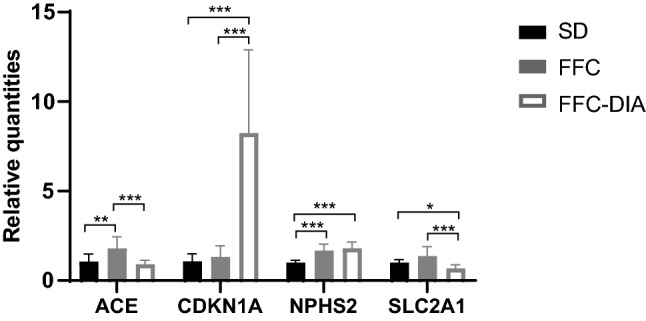
Gene expression data. Relative quantities of the 4 significantly deregulated genes (passing Bonferroni correction) in male, castrated Göttingen Minipigs fed with standard diet (SD, N = 7) or fat, fructose and cholesterol rich diet without induction of diabetes (FFC, N = 13) or with induction of diabetes (FFC-DIA, N = 8). Data are shown as mean ± SD, *p < 0.05, **p < 0.01, ***p < 0.001. Angiotensin I converting enzyme (*ACE*), cyclin dependent kinase inhibitor 1A (*CDKN1A*), solute carrier family 2 member 1 (*SLC2A1*) and podocin (*NPHS2*).

### Principal components analysis (PCA)

The PCA plot revealed three major groups: diabetic minipigs, the FFC group and the SD group, respectively (Fig. 3A,B).

## Discussion

The present study investigated the effects of an FFC diet with and without chemically induced diabetes on renal functional and morphological features in a Göttingen Minipig model. Minipigs fed a FFC diet displayed some of the characteristic features of human ORG, such as glomerulomegaly, early hyperfiltration, moderate mesangial expansion and moderate thickening of the glomerular basement membrane, whereas induction of diabetes on top of the FFC diet, lead to further changes resembling the early stages of human DN, e.g. exacerbation of the glomerulomegaly and the glomerular basement membrane thickening, increased mesangial expansion, increased GFR, proteinuria and fusion of podocyte foot processes.

As expected, the FFC diet induced obesity in all diet-fed groups, as signified by higher BW and fat percentage. In addition, dyslipidemia with increased TG and TC was observed in all diet-fed groups as previously described in Ossabaw pigs fed a similar diet^21^. The presence of diabetes further exacerbated the TG as is also the case in humans^22^ and other pig models^23^. Hyperglycemia and increased fructosamine were only evident in the two diabetic groups, in line with many other reports from pigs showing no or only mild diet-induced increases in plasma glucose^24^. In humans, hypertension is often present in obese and diabetic individuals^25^ and is partly related to the dietary salt intake^26,27^. In the present study, feeding an FFC diet with or without concomitant presence of diabetes and with or without additional dietary salt did not lead to increased BP, which is in contrast to what has previously been observed in pigs fed a high fat, high sugar and/or salt-containing diet, indicating that the salt content and/or feeding period used here may have been insufficient to induce chronic hypertension^28,29^. However, in the current study, the presence of diabetes led to increased HR independent of the salt content of the diet and independent of increases in BP. Resting HR is described to be positively correlated to BP in young people^30^, but in this case the increased HR in the diabetic groups could be a result of autonomic neuropathy as has been suggested in humans^31^, although this needs further investigation.

In humans, obesity without diabetes leads to ORG which includes some of the same renal changes as seen in DN, e.g. glomerulomegaly, hyperfiltration, focal thickening of glomerular and tubular basement membranes, moderate mesangial expansion and podocyte effacement^4,5,32^, likely reflecting the many common risk factors. This is not surprising given that some of the main contributors to renal disease like obesity, insulin resistance, dyslipidemia, hypertension and low-grade inflammation are shared between obese and especially type 2 diabetic individuals^1,5^. In the present minipig model, glomerulomegaly was observed in all three FFC groups independent of diabetes, and in addition, the mesangial expansion score was higher in all the FFC groups compared to the SD group and with a tendency for more severe changes in the two diabetic groups. Mesangial expansion has been observed in other both obese and diabetic pig models^16,18^, which is in line with observations in humans, where moderate ME is observed in ORG^32^ and more severe ME is observed in DN^33^. 

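The relative quantity of CDKN1A was 8.24 ± 4.65 (standard deviation, n = 8) in FFC-DIA, 1.32 ± 0.626 (n = 13) in FFC and 1.07 ± 0.422 (n = 7) in SD. All 8 FFC-DIA animals had a higher value than every animal of the other groups. On the log2 scale FFC-DIA was 2.87 above SD (standard error 0.34, adjusted p = 0.000466, exact permutation test) and 2.59 above FFC (standard error 0.31, adjusted p = 1.5e-05, exact permutation test). Both are the smallest adjusted p-values that the group sizes allow. Scaled to the mean of the 73 genes the differences were 2.63 and 2.87. FFC was 0.28 above SD (standard error 0.27, adjusted p = 0.98, exact permutation test), which is within the spread between animals, and the difference turned to -0.24 when the animals were centred on the panel mean. The difference between FFC-DIA and SD was past the threshold, adjusted over the 3 comparisons of the gene, under every alternative tried except GAPDH alone, where it was 1.34. The Cq of GAPDH was 20.6 in SD animal 6 and at most 12.5 in the other 27 animals.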

Cyclin dependent kinase inhibitor 1A gene (*CDKN1A*) was found to be significantly upregulated in the diabetic animals compared to FFC and SD. CDKN1A regulates the cell cycle progression at the G_1_ and S-phase, and by inhibiting cyclin A, D and E it is able to arrest the cell in the G_1_ phase, leading to cell hypertrophy^34^. Specifically in DN, increased expression of *CDKN1A* has been related to glomerular/mesangial cell hypertrophy^35^ and podocyte apoptosis^36^, which aligns well with the glomerulomegaly and increased mesangial matrix observed primarily in the diabetic groups. None of the genes related to fibrosis or inflammation were significantly differentially regulated in line with the overall absence of fibrosis and inflammation in the renal sections.

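The paper's text gives no list of the genes related to fibrosis or inflammation, so 21 genes of the panel were assigned to fibrosis and 25 to inflammation by their names. None of the 21 and none of the 25 passed Bonferroni correction over the 73 genes, while 9 fibrosis genes and 6 inflammation genes had an unadjusted p-value under 0.05. When adjusted over the list alone, 2 fibrosis genes and 1 inflammation gene passed, SMAD4, TSP1 and CXCL12. The permutation p-value of TSP1 was 0.00208 and that of CXCL12 0.00173. All 3 were higher in FFC than in SD. SMAD4 was 0.65 higher on the log2 scale (standard error 0.14), with 12 of 13 FFC animals above every SD animal. TSP1 was 0.84 higher (standard error 0.28) and CXCL12 0.86 higher (standard error 0.25). With the panel mean subtracted these differences were 0.13, 0.32 and 0.34, and in no gene of the 3 did that difference between FFC and SD pass the exact permutation test. FFC-DIA was lower than FFC in SMAD4 (-0.51), TSP1 (-0.75) and CXCL12 (-0.52), with adjusted p of 0.0380, 0.0110 and 0.0425 (exact permutation test). With the panel mean subtracted only TSP1 passed in this pair (-0.47, adjusted p = 0.00348, exact permutation test). SMAD4 (-0.23) and CXCL12 (-0.24) did not. SD animal 6 had a CXCL12 value of 1.22, apart from a mean of -0.20 in the remaining SD animals, and without this animal CXCL12 passed Bonferroni correction over the 73 genes. CD8A had the second-smallest p-value of the inflammation list at 0.0242 (permutation test) and a late mean Cq of 18.1. In the permutation test over the 3 groups with Bonferroni correction over the 73 genes, it was the only gene of either list to pass when each animal was centred on the mean of the 73 genes, lower in FFC than in SD by a log2 difference of -1.40. COL4A2, a collagen gene of the fibrosis list, fell into 2 clusters of animals more than 4 log2 units apart, with animals of every diet group in both. The median log2 difference between FFC and SD was 0.57 over the fibrosis genes and 0.54 over the inflammation genes. Most genes of the panel are on these lists, so its median is not independent of theirs.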

In a few animals, more advanced diabetoid changes such as glomerulosclerosis, periglomerular fibrosis, tubular atrophy and tubular basal membrane thickening associated to focal interstitial fibrosis was observed, but the sporadic nature of these findings limits the value from a model perspective.

Glomerular filtration rate (Table 3), was increased in all FFC groups compared to SDat T2. Furthermore, this increase in GFR was correlated to the increased KW and glomerular size as judged by the positive correlations between KW, glomerular size and GFR (Fig. 3). The increased rather than decreased GFR has been observed in other obese and hyperglycemic pig models^18,37^ and in humans with obesity^38^ and early DN^39^, thus suggesting that the pigs in the present study are in the early stages of the disease.

The RI was increased to a similar extent in all the FFC groups, indicating a main effect of the diet rather than the diabetes. The increased RI may be related to the renal morphological and functional changes observed in all the FFC groups, but could also be related to systemic haemodynamic factors^40^, like e.g. the concurrent presence of atherosclerosis in the model^41^.

Like in other obese pig models, plasma creatinine was decreased in all FFC groups compared to SD^24^ which may be related to hyperfiltration, hypersecretion, decreased tubular reabsorption or differences in creatinine production from muscle creatine and/or differences in dietary creatine intake^7^. Since the FFBM was largely similar in all groups, reduced creatinine production from the muscles is an unlikely explanation, and the negative correlation between KW/glomerular size/GFR and plasma creatinine rather supports hyperfiltration as a cause of the lower plasma creatinine levels. This is also in line with the hyperfiltration observed both in ORG and in early stages of DN in humans^38,39^. Urea was increased in the two diabetic groups, which could indicate a significantly reduced renal function, although other factors like dietary protein intake together with net protein utilisation may also affect urea concentrations^42^. In dysregulated diabetic conditions, whole-body protein breakdown is increased^43^, and in light of the normal to increased GFR in the two diabetic groups, changes in protein metabolism may be a more plausible cause of the increased urea concentrations than severe renal dysfunction. This is supported by the higher plasma glucagon concentrations in the diabetic groups that correlated significantly with plasma urea concentrations (p < 0.01 at both time points, data not shown), an association that has also been reported in patients with type 1 diabetes^44^.

The plasma NGAL did not change in the current study, which may be due to the limited tubulointerstitial changes observed or to the timing of the blood samples since the plasma NGAL values tend to be primarily increased in the acute stages of renal disease^9^. Urinary NGALCR, on the other hand, was increased in the two diabetic groups at both time points compared to both FFC and SD, which indicate increased glomerular filtration and/or decreased tubular reabsorption of NGAL^9,45^. UPCR was only significantly increased in the FFC-DIA group compared to SD at T2 whereas UACR was not significantly different between any of the groups. This difference between levels of UNGALCR and UPCR/UACR may be explained by the different pathogenic processes causing their increase or simply by the high variability in especially the urinary albumin values. Some changes in the podocyte morphology, e.g. fusion of podocyte foot processes, were observed on EM in the FFC-DIA animals but since the podocyte changes were not quantified no correlations to the degree of albuminuria/proteinuria could be performed, which is a limitation of this study. In diabetic humans, podocyte dysfunction is associated with decreased expression of the two podocyte proteins, nephrin and podocin that are both involved in maintaining the glomerular filtration barrier^46^. In contrast, in this study, the *NPHS2* gene encoding podocin was significantly upregulated in both FFC and FFC-DIA vs. SD and the *NPHS1* gene encoding nephrin tended to be upregulated in the FFC vs. the SD but both with moderate fold changes. This could be due to the different stages of renal disease in the minipigs vs. the examined humans, since the humans were all in the later stages of the disease judged by the more consistent presence of proteinuria and the significantly decreased GFR^46^.

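NPHS1 had a mean Cq of 16.6, later than the median of the 73 genes in every animal but not above 18. It did not pass Bonferroni correction over the 73 genes (permutation p = 0.0054, adjusted p = 0.394) and passed Benjamini-Hochberg adjustment (permutation test, adjusted p = 0.0438). Its relative quantity was 3.68 ± 2.78 (standard deviation, n = 13) in FFC, 1.90 ± 1.63 (n = 8) in FFC-DIA and 1.08 ± 0.447 (n = 7) in SD. Between FFC and SD alone it was 1.54 higher in FFC on the log2 scale (standard error 0.38, adjusted p = 0.0084, exact permutation test), with 10 of 13 FFC animals above every SD animal, and 1.02 higher relative to the mean of the 73 genes (adjusted p = 0.0154, exact permutation test). The difference did not pass the threshold with GAPDH alone (0.21) or with all 4 reference genes (1.20), settings that contain the late GAPDH Cq of SD animal 6, or between the mean linear quantities (1.77, adjusted p = 0.0551, exact permutation test). For FFC-DIA vs. SD the difference was 0.60 (standard error 0.42, adjusted p = 0.57, exact permutation test), and for FFC-DIA vs. FFC it was -0.94 (standard error 0.45, adjusted p = 0.165, exact permutation test). Neither passed the threshold, although the latter did with TBP1 alone (-0.96, adjusted p = 0.0455, exact permutation test) and without FFC-DIA animal 6 (-1.21, adjusted p = 0.0397, exact permutation test).

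**Figure D2:**
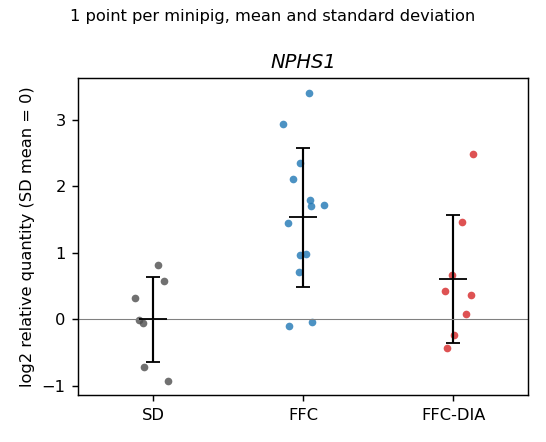
Log2 relative quantity (y axis, mean of the SD group set to 0) of NPHS1 in each minipig of the 3 diet groups, with bars for the mean and the standard deviation. The mean of the FFC group lies 1.54 above SD, and 10 of 13 FFC animals lie above every SD animal.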

ACE and ACE2 are both involved in regulation of the renin-angiotensin system, with ACE2 being protective and ACE having deleterious effects with respect to development and progression of DN^47^. In the minipigs, *ACE* and *ACE2* expression was significantly higher in the FFC group compared to both SD and FFC-DIA whereas in human DN patients, *ACE* expression was found to be increased and ACE2 expression to be decreased both in the glomerular and the proximal tubular compartments^48^. 

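The relative quantity of ACE was 1.795 ± 0.649 (standard deviation, n = 13) in FFC, 1.06 ± 0.419 (n = 7) in SD and 0.900 ± 0.226 (n = 8) in FFC-DIA. On the log2 scale FFC was 0.76 higher than SD (standard error 0.24, adjusted p = 0.0200, exact permutation test), and 12 of 13 FFC animals lay above the SD mean. FFC-DIA was lower than FFC, by a log2 difference of -0.96 (standard error 0.20, adjusted p = 0.000944, exact permutation test), with all 8 FFC-DIA animals below the FFC mean. FFC-DIA and SD differed by -0.20 (standard error 0.24, adjusted p = 1, exact permutation test). Relative to the mean of the 73 genes, ACE was 0.24 higher in FFC than in SD (adjusted p = 0.878, exact permutation test), which does not hold up against the spread between animals, and FFC-DIA remained lower than FFC at -0.68 (adjusted p = 0.00687, exact permutation test). That difference did not pass the threshold with ACTB alone (-0.40, adjusted p = 0.283, exact permutation test) or GAPDH alone (-1.16, adjusted p = 0.143, exact permutation test). With GAPDH alone the sign of the difference between FFC and SD changed to -0.57, which rests on the late GAPDH Cq of SD animal 6. With ACTB and TBP1 without RPL4 the difference between FFC and SD was 0.35, not past the threshold. With the number of cDNA replicates, which is not balanced over the groups, as a covariate it was 0.62 (adjusted p = 0.159, exact permutation test) and not past it either. The mean Cq of ACE was 8.07.

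**Figure D3:**
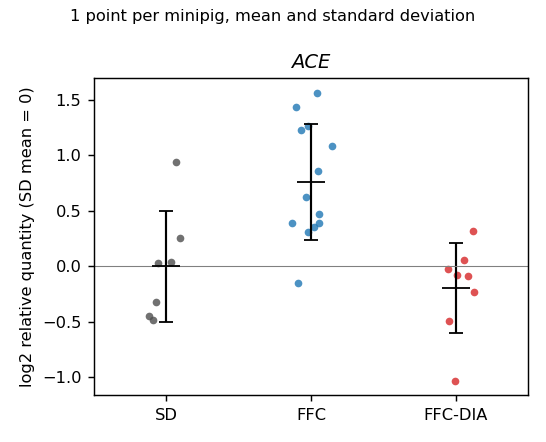
Log2 relative quantity (y axis, mean of the SD group set to 0) of ACE in each minipig of the 3 diet groups, with bars for the mean and the standard deviation. The mean of the FFC group lies 0.76 above SD with ACTB, TBP1 and RPL4 as reference genes.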

Overall, it may be the balance between the expression of these two genes and their downstream effectors that are more important than the expression of the individual genes per se. The reduction in SLC2A1 in the diabetic minipigs is most likely a direct consequence of the increased plasma glucose levels^49^.

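The relative quantity of SLC2A1 was 0.680 ± 0.205 (standard deviation, n = 8) in FFC-DIA, 1.01 ± 0.161 (n = 7) in SD and 1.37 ± 0.520 (n = 13) in FFC. On the log2 scale FFC-DIA was below SD by a difference of -0.62 (standard error 0.20, adjusted p = 0.0149, exact permutation test) and below FFC by -0.99 (standard error 0.23, adjusted p = 0.0013, exact permutation test). All 8 FFC-DIA animals lay below the means of both other groups, and 5 of them below every SD animal. Centred on the panel mean the differences were -0.86 and -0.71, both past the threshold. Between FFC and SD the difference was 0.36 (standard error 0.17, adjusted p = 0.321, exact permutation test), and its sign changed to -0.15 relative to the mean of the 73 genes. The difference between FFC-DIA and SD was -0.34 with RPL4 alone (adjusted p = 1, exact permutation test) and -0.46 with the number of cDNA replicates as a covariate (adjusted p = 0.319, exact permutation test), neither past the threshold, and it did not pass with ACTB alone (adjusted p = 0.0657), GAPDH alone (adjusted p = 0.439) or all 4 reference genes (adjusted p = 0.0587) in that test. The difference between FFC-DIA and FFC did not pass with ACTB alone (adjusted p = 0.0514) or GAPDH alone (adjusted p = 0.202) in the exact permutation test. No relation to plasma glucose was tested here.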

As described above, some parameters seemed to be influenced mainly by the diet and others mainly by the presence of diabetes, whereas in other cases the presence of diabetes seemed to exacerbate the effects of the diet. Despite this overlap between diet- and diabetes induced renal changes, the PCA plots with three distinct groups support a differentiation between the dietary effects and the diabetes effects. Extra dietary salt did not increase BP or exacerbate the renal changes, and thus no clear differentiation between the two diabetic groups was observed in the PCA plot. The lack of salt-induced hypertension is a limitation of the study, since part of the aim was to investigate if salt-induced hypertension exacerbated the renal changes. In addition, the inclusion of a lean hyperglycemic group would have completed the study, but since literature data on renal changes in purely hyperglycemic pigs indicate that only very early changes develop within a reasonable time frame, it was prioritised to combine the hyperglycemia with some of the other risk factors for developing diabetic nephropathy, such as diet-induced obesity/metabolic syndrome and hypertension, in order to accelerate the disease development.

Fifteen animals, primarily in the FFC-DIA groups, died spontaneously or were prematurely euthanised during the study which challenges the use of this model in long-term pharmacological intervention studies. However, the pigs in the present studies were used for other purposes and a more simple study design may prevent the issues.

## Conclusions

Göttingen Minipigs fed an FFC diet displayed some of the characteristic features of human ORG, such as glomerulomegaly, moderate ME and hyperfiltration and moderate thickening of the glomerular basement membrane. Induction of diabetes on top of the FFC diet, lead to further changes resembling the early stages of human DN, e.g. exacerbation of the glomerulomegaly, the ME and the glomerular basement membrane thickening, increased GFR, proteinuria and fusion of podocyte foot processes. In addition, UNGALCR was shown to be a relevant early biomarker of especially diabetes-related renal disease. The diet-fed Göttingen Minipig thus seems to be a relevant model for the early changes seen in both ORG and DN. Further studies are needed to show whether inclusion of e.g. hypertension in the model will induce some of the later disease stages.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

Supplementary Information 6.

Supplementary Information 7.

Supplementary Information 8.

Supplementary Information 9.

Supplementary Information 10.

## Data Availability

The datasets used and analysed during the current study are available from the corresponding author on reasonable request. Gene expression datasets generated and analysed during the current study are available in the Gene Expression Omnibus (GEO) repository, accession number GSE215843.

## Abbreviations

BP: Blood pressure
BW: Body weight
DEXA: Dual energy x-ray absorptiometry
DIA-BP: Diastolic blood pressure
DN: Diabetic nephropathy
Fat%: Total body fat percentage
FFBM: Fat-free body mass
FFC: Fat, fructose and cholesterol diet
FFC-DIA: Minipigs fed FFC diet and chemically induced with diabetes
FFC-DIA + S: Minipigs fed FFC diet with 2.5% salt and chemically induced with diabetes
GFR: Glomerular filtration rate
HR: Heart rate
KW: Kidney weight
LLOQ: Lower limit of quantification
LOCI: Luminescent oxygen channeling assay
ME: Mesangial expansion
MEAN-BP: Mean blood pressure
NGAL: Neutrophil gelatinase-associated lipocalin
NGALCR: Urinary NGAL to creatinine ratio
ORG: Obesity-related glomerulopathy
PAS: Periodic Acid-Schiff
PCA: Principal components analysis
PSR: Picro-Sirius Red
RI: Resistive index
ROI: Region of interest
STZ: Streptozotocin
SYS-BP: Systolic blood pressure
TEM: Transmission electron microscopy
TC: Total cholesterol
TG: Triglyceride
UACR: Urinary albumin to creatinine ratio
UPCR: Urinary protein to creatinine ratio

# Supplementary material for: Functional and morphological renal changes in a Göttingen Minipig model of obesity-related and diabetic nephropathy
**Source:** Sci Rep. 2023 Apr 12;13:6017. doi: 10.1038/s41598-023-32674-6
**Supplement:** Supplementary file 1 — Supplementary Information 1.

**Supplementary information file 1: Publications based on same animals**

Following publications are based on the same animals. These publications include parts of the baseline characteristics of the SD and FFC groups.

L.J. Andreasen, S. Krog, T.P. Ludvigsen, O.L. Nielsen, J.E. Møller, B. Christoffersen, H.D. Pedersen, L.H. Olsen, Dietary normalization from a fat, fructose and cholesterol-rich diet to chow limits the amount of myocardial collagen in a Göttingen Minipig model of obesity, Nutrition & metabolism 15 (2018) 64.

T.P. Ludvigsen, S.F. Pedersen, A. Vegge, R.S. Ripa, H.H. Johannesen, A.E. Hansen, J. Löfgren, C. Schumacher-Petersen, R.K. Kirk, H.D. Pedersen, B. Christoffersen, M. Ørbæk, J.L. Forman, T.L. Klausen, L.H. Olsen, A. Kjaer, (18)F-FDG PET/MR-imaging in a Göttingen Minipig model of atherosclerosis: Correlations with histology and quantitative gene expression, Atherosclerosis 285 (2019) 55-63.

C. Schumacher-Petersen, B. Christoffersen, R.K. Kirk, T.P. Ludvigsen, N.E. Zois, H.D. Pedersen, M. Vyberg, L.H. Olsen, Experimental non-alcoholic steatohepatitis in Göttingen Minipigs: consequences of high fat-fructose-cholesterol diet and diabetes, Journal of translational medicine 17(1) (2019) 110.

T.P. Ludvigsen, L.H. Olsen, H.D. Pedersen, B. Christoffersen, L.J. Jensen, Hyperglycemia-induced transcriptional regulation of ROCK1 and TGM2 expression is involved in small artery remodeling in obese diabetic Göttingen Minipigs, Clinical science (London, England : 1979) 133(24) (2019) 2499-2516.

S. Cirera, E. Taşöz, M. Juul Jacobsen, C. Schumacher-Petersen, B. Østergaard Christoffersen, R. Kaae Kirk, T. Pagh Ludvigsen, H. Hvid, H. Duelund Pedersen, L. Høier Olsen, M. Fredholm, The expression signatures in liver and adipose tissue from obese Göttingen Minipigs reveal a predisposition for healthy fat accumulation, Nutrition & diabetes 10(1) (2020) 9.

Y. Feng, S. Cirera, E. Taşöz, Y. Liu, L.H. Olsen, B. Christoffersen, H.D. Pedersen, T.P. Ludvigsen, R.K. Kirk, C. Schumacher-Petersen, Y. Deng, M. Fredholm, F. Gao, Diet-Dependent Changes of the DNA Methylome Using a Göttingen Minipig Model for Obesity, Frontiers in genetics 12 (2021) 632859.

L.B. Christiansen, T.L. Dohlmann, T.P. Ludvigsen, E. Parfieniuk, M. Ciborowski, L. Szczerbinski, A. Kretowski, C. Desler, L. Tiano, P. Orlando, T. Martinussen, L.H. Olsen, S. Larsen, Atorvastatin impairs liver mitochondrial function in obese Göttingen Minipigs but heart and skeletal muscle are not affected, Scientific reports 11(1) (2021) 2167.

In addition, the following posters have been presented at scientific congresses:

S Krog, OL Nielsen, JE Møller, TP Ludvigsen, HD Pedersen, UT Baandrup, LH Olsen; Myocardial fibrosis and fat infiltration in obese and diabetic Göttingen Minipigs. Poster presentation at the international meeting Heart Failure, Paris, 2017.

LJ Andreasen LJ, S Krog, TP Ludvigsen, JE Møller, HD Pedersen, OL Nielsen, LH Olsen, Cessation of high-fat diet lowers the degree of myocardial fibrosis in obese Göttingen Minipigs. Poster presentation at the international meeting Metabopig - Metabolic Research in Minipigs, Lille, France 2017.

C Schumacher-Petersen BØ Christoffersen, RK Kirk, TP Ludvigsen, NE Zois, HD Pedersen, M Vyberg, LH Olsen. Characterization of hepatic changes in a diet-induced obese minipig model. Poster presentation at International conference on Fatty Liver, Seville, Spain, 2017.

# Supplementary material for: Functional and morphological renal changes in a Göttingen Minipig model of obesity-related and diabetic nephropathy
**Source:** Sci Rep. 2023 Apr 12;13:6017. doi: 10.1038/s41598-023-32674-6
**Supplement:** Supplementary file 2 — Supplementary Information 2.

**Supplementary information file 2: Nutritional composition of the experimental diets**

|  | Standard diet^a^ | FFC 2% cholesterol (5B4L)^b^ | FFC 1 % cholesterol (9G4U)^b^ | FFC 1 % cholesterol and 2.5 % added NaCl  (5BTJ)^b^ |
| --- | --- | --- | --- | --- |
| Carbohydrates (%)  Protein (%)  Fat (%)  Fructose (%)  Cholesterol (ppm)  Methionine (ppm)  Choline (ppm)  NaCl equivalents  Cholate (% w/w)  Energy (kcal/g) | 74.6  18.6  6.8  5.5 (all sugars)  ~ 0  1800  784  0.73  No added  2.8 | 40.8  16.2  43  17.8  20,045  3500  668  0.65  0.7  4.14 | 40.8  16.1  43  18.8  10,045  3500  668  0.65  0.7  4.14 | 40.3  16.1  43.6  18.8  10,045  3500  639  2.5  0.7  4.07 |

Percentages are of total energy content unless otherwise noted, ppm: parts per million, NaCl equivalents: calculated as 2.5 times the sodium content

^a^ Minipig, Special Diet Services (SDS), Essex, UK

^b^ TestDiets®, Missouri, USA

# Supplementary material for: Functional and morphological renal changes in a Göttingen Minipig model of obesity-related and diabetic nephropathy
**Source:** Sci Rep. 2023 Apr 12;13:6017. doi: 10.1038/s41598-023-32674-6
**Supplement:** Supplementary file 3 — Supplementary Information 3.

**Additional file 3: More detailed description of the methods used in the study.**

**SURGICAL METHODS AND ANAESTHESIA**

| **Procedure** | **Description** |
| --- | --- |
| Anaesthesia | Implantation of central-venous catheters/blood pressure transmitters was done in 18 h fasted animals under general anaesthesia induced by 1 ml/10-15 kg of a mixture containing 125 mg zolazepam and 125 mg tiletamin (Zoletil® 50 Vet, ChemVet, Denmark), ketamine (1.25 mL Ketaminol® Vet 100mg/mL, MSD Animal Health, Denmark), xylazin (6.5 mL Rompun Vet, 20 mg/mL, Bayer A/S, Denmark) and butorphanol (2.5 mL Torbugesic®, 10 mg/mL, Scanvet, Denmark)). This could be supplemented with 1/3 of the initial dose if needed for the longer procedures. For surgical implantation of catheters and blood pressure transmitters the anaesthesia was maintained on inhalation anaesthesia (oxygen and isoflurane 1-2%). |
| Antibiosis and analgesia | For ultrasound-guided and surgically implanted venous catheters and blood pressure transmitters, Noropen prolongatum was given pre-operatively IM in a dose of 1 ml/ 15 kg for peri-and post-operative antibiosis. Post-surgical analgesia was obtained by buprenorphine (Vetergesic® Vet. 0.3 mg/ml, Orion Pharma Animal Health) given IM in a dose of 0.05-0.17 mL/kg just after completion of the surgical procedure and Metacam® (20 mg/ml, Boehringer Ingelheim Animal Health Nordics A/S) given IM once daily for 3 days post-surgery.  For ear vein catheters Metacam® (20 mg/ml, Boehringer Ingelheim Animal Health Nordics A/S) was given IM once daily for 3 days for post-implantation analgesia. |
| Semi-permanent centralvenous catheter implanted through the ear vein | A central venous catheter (BD Careflow 3Fr 200mm, Argon Medical, Texas, USA) was implanted in v. jugularis via an ear vein using Seldingers technique. The tip of the catheter ended in v. jugularis close to the cranial caval vein. The external part of the catheter was fixed to the pinna using medical tape or with a plastic plate and steel piercings.  Pentrexyl (1g/10 ml sterile saline, 1ml/10kg) was given IV in the catheter before closure as described below.  In some cases, e.g. after diabetes induction, the catheter was removed again allowing group housing of the animals and minimising the need for catheter maintenance and the risk for catheter-related infections. |

| Surgical implantation of central-venous catheter | A single lumen catheter (C-TPNS-6.5-90-REDO, William Cook Europe Aps; Bjaeverskov, Denmark) was implanted surgically. The catheter was tunneled subcutaneously from the neck and down to the jugular groove, where an incision was made in the skin. The jugular vein was dissected and retracted up into the incision. A small incision was made in the vein, the catheter was introduced and advanced 10 cm into the vein with the tip ending in or close to the cranial caval vein. A fixing suture was applied around the vein securing the catheter in this position. The catheter was flushed with 10 ml sterile saline and closed as described below. The surgical incision was closed in 3 layers, and a bandage was applied to protect the external part of the catheter. |
| --- | --- |
| Ultrasound-guided implantation of  central venous catheter | A linear array transducer (13 MHz) was placed in the jugular groove with the pig in dosal recumbency. A 5 ml syringe attached to a hypodermic valve needle was guided into the vein. A guide wire was introduced through the valve needle’s second Luer port. As the guide wire was advanced into the vein, the valve needle and attached syringe was retracted and removed. A dilator was used to facilitate percutaneous penetration, whereafter an antimicrobially coated double-lumen catheter (Certofix Protect Duo V730, BBraun) was advanced over the guide wire, until the desired length was inserted (catheter-tip ending in the cranial caval vein). A fixation wing was used to secure the catheter to the skin by means of polypropylene sutures. |
| Closure of catheters after flushing/blood sampling | The catheter was flushed with 10 ml of sterile 0.9 % NaCl. On days with multiple blood samples, additionally 0.1 mL/kg Pentrexyl inj. (ampicillin, 1 g dissolved in 10 mL sterile saline) was injected IV in the catheter. Finally, the catheter was filled with 0.8-1.2 ml (depending on the catheter type) TauroLock Hep500 (Nordiatech A/S, DK) and closed with a new luer-lock. |

| Blood pressure transmitters | An incision was made in the jugular groove, and the carotid artery was isolated. Two holding ligatures were placed loosely around a. carotis and the artery was drawn up in the incision. A pursestring suture was prepared (Ethibond Excel 4-0) and a small incision was made in the artery with needle (size 16G). The telemetry sensor was introduced in the artery and advanced 9-10 cm to an expected position with the tip placed just inside the aortic arch. The pursestring suture was gently tied ensuring haemostasis, and some drops of glue (3M Vetbond) were placed around the sensor. In some cases an approx. 1 x 1 cm Cellulose patch was placed around the site of insertion of the sensor into the artery to prevent seeping of blood, and in other cases a ligature was placed around the sensor and the artery for haemostasis and securing the sensor position. The incision was closed in 3 layers, and a pressure bandage was applied for 3-5 days.  Following blood pressure measurements, the transmitters were surgically removed during general anaesthesia as described above. In most cases, haemostasis could be obtained by compressing the artery for 20 minutes, but otherwise the incision in the artery was closed by suture. The surgical wound was closed in 3 layers. |
| --- | --- |

**IN VIVO EVALUATIONS AND SAMPLING OF BLOOD AND TISSUES**

| **Measurement** | **Method** |
| --- | --- |
| Body weight and DEXA scanning | Body weight (BW) was obtained by weighing the animals once weekly throughout the study and in connection with the various tests. Total body fat percentage (Fat%) and fat-free body mass (FFBM) were estimated at T1 and T2 using dual energy x-ray absorptiometry (DEXA) scanning (Lunar prodigy, GE Healthcare, Brøndby, Denmark). The scanning was performed in 18 h fasted animals under general anaesthesia induced by 1 ml/10-15 kg of a mixture containing 125 mg zolazepam and 125 mg tiletamin (Zoletil® 50 Vet, ChemVet, Denmark), ketamine (1.25 mL Ketaminol® Vet 100mg/mL, MSD Animal Health, Denmark), xylazin (6.5 mL Rompun Vet, 20 mg/mL, Bayer A/S, Denmark) and butorphanol (2.5 mL Torbugesic®, 10 mg/mL, Scanvet, Denmark)). This could be supplemented with 1/3 of the initial dose if needed for the longer procedures |
| Blood sampling | Blood sampling for measurement of selected metabolic parameters and renal biomarkers was performed in animals fasted for approx. 18 h. Blood was obtained through the permanent IV catheters and transferred into plain serum tubes or EDTA coated tubes. Samples were kept at room temperature for 1 hour (serum samples) or placed in wet ice for a maximum of 30 minutes (EDTA coated tubes) prior to centrifugation (2000G, 10 mins, 4°C). The resulting plasma and serum were stored at -20°C (insulin, glucagon and C-peptide) or -80°C (remaining parameters) until analysis as described below. In addition, at study termination, blood samples were drawn from the jugular vein and transferred into EDTA coated and plain serum tubes. The samples were immediately analysed at The Veterinary Diagnostic Laboratory, Department of Veterinary Clinical Sciences, University of Copenhagen, where a complete blood count was obtained from EDTA stabilised blood, while biochemical analyses were performed on serum. |
| Inulin clearance test | The animals were fasted for approx. 18 hours prior to the inulin clearance and last injection of insulin was given 48 h prior to the test. Inulin (Inulin-FITC, TdB Consultancy AB, Sweden) was given as an IV bolus injection (dose 5 mg/kg at T1 and 2.5 mg/kg at T2) and followed by flushing with sterile saline. Blood was sampled into EDTA coated tubes and kept on wet ice for a maximum of 30 minutes before centrifugation (2000G, 10 mins, 4°C). The resulting plasma was kept at -80 ºC until analysis for inulin content as described below. The inulin clearance was calculated by non-compartmental pharmacokinetic analysis (Phoenix WinNonlin, Pharsight, Mountain View, CA, USA). |
| Blood pressure measurement by telemetry | DSI™ PA-C10 Blood Pressure Telemetry Transmitter and telemetry equipment was used for the systemic BP measurements. Ponemah 5.20-SP1 software was used for BP recordings and analysis (telemetry equipment and software both Data Sciences International (DSI, St. Paul, MN, USA). BP transmitters were implanted in the right carotid artery with the tip ending in the aortic arch as described in Supplementary Table S2. Systolic BP, diastolic BP and mean BP as well as heart rate (HR) was recorded every 10 seconds for 24 hours at T1 and T2 (Figure 1B). The animals were left as undisturbed as possible for the 24 hours of continuous BP measurements. Thirty-minutes averages of SYS-BP, DIA-BP, MEAN-BP and HR were calculated. Recording periods with missing data and/or poor signal quality/noise were excluded. |
| Resistive index (RI) | RI ultrasound recordings and urine sampling were performed under general anaesthesia at T1 and T2. RI recordings were obtained using the Vivid I ultrasound scanner with a 5S-RS sector transducer (GE Healthcare, Brøndby, Denmark) with animals placed in lateral recumbency. Colour Doppler flow imaging of the central part of the kidney was used to localize a central interlobar artery and peak systolic and diastolic velocity were recorded using pulsed wave Doppler imaging. Continuous electrocardiography was included. Offline analyses were performed in EchoPac (EchoPac Software only, version 113, GE Healthcare, Brøndby, Denmark) with the operator blinded to pig group. RI was calculated from three consecutive pulse waveforms ((systolic peak velocity – end diastolic velocity) / systolic peak velocity * 100). An average of these was made for each kidney, and these were subsequently averaged to obtain a global RI for each animal. Inter- and intra-observer repeatability regarding global RI was assessed in 6 randomly selected animals, by two observers (each observer measured six animals six times). The mean inter-observer variability was 7.4 % (range: 2.9 - 12.2 %) and intra-observer variability was 2.1 % (range: 0.9 - 3.9 %). |
| Urinary sampling by cystocentesis | Urinary samples were obtained by ultrasound-guided cystocentesis in the same anaesthesia as the RI recordings. Samples were kept in wet ice for a maximum of 60 minutes prior to centrifugation (2000G, 10 mins, 4°C) and stored at -80°C until further analysis as described below. |
| Tissue sampling at termination | Both kidneys were harvested, weighed and de-capsulated. Two cortical tissue-samples for gene expression were obtained from the central part of the left kidney; one was snap-frozen in liquid nitrogen and thereafter kept at -80^o^C and the other was placed in RNA-later and kept at 5^o^C for approx. 24 h and thereafter at -20^o^C. Tissue samples containing both medulla and cortex were obtained from the central part of both kidneys, immersion fixed in 4% paraformaldehyde for 24-48 h, processed by standard procedures through graded concentrations of alcohol and xylene and lastly embedded in paraffin for later histopathological analysis as described below.  In addition, cortical and medullary tissue from the central part of the right kidney was sampled for transmission electron microscopy (TEM) and placed in cold Karnowsky´s fixative until further processing. |

**PLASMA ANALYSES**

| **Plasma analysis** | **Method** |
| --- | --- |
| Plasma glucose, TG TC, fructosamine, creatinine and urea.  Urine creatinine, protein and glucose | Plasma levels of glucose, fructosamine, triglycerides (TG), total cholesterol (TC), creatinine, urea and albumin together with urinary concentrations of creatinine, protein and glucose were analysed using a Cobas 6000® autoanalyzer according to the manufacturer´s instructions (Roche A/S, Hvidovre, Denmark). |
| PLasma and urine NGAL | NGAL in both plasma and urine was evaluated using Pig NGAL ELISA Kit 044 according to the manufacturer’s instructions (BioPorto Diagnostics A/S, Hellerup, Denmark). In the process of in-house validation, intra-assay coefficient of variation (CV) (plasma 2.1% and urine 6.4%) was assessed by 12 folded measurement of 2 porcine plasma and 1 porcine urine sample at the same assay. Inter-assay CV (plasma 10.4% and urine 7.0%) was assessed by a double folded measurement of 3 plasma and 3urine samples at five (plasma) or six (urine) different assays. |
| Plasma insulin | Insulin was measured using Luminescence Oxygen Channeling Immunoassay (LOCI/AlphaLisa) by applying a mixture of biotinylated mAb Oxi-005 and mAb HUI-018-conjugated acceptor beads, lower limit of quantification was 3 pM.  The assay was developed at Novo Nordisk A/S. |
| Plasma glucagon | Glucagon content were determined using LOCI/ AlphaLisa by applying a mixture of biotinylated mAb GLU 2F7 and mAb GLU 1F120-conjugated acceptor beads, lower limit of quantification was 4 pM.  The assay was developed at Novo Nordisk A/S. |
| Plasma inulin | Plasma inulin levels were analysed as follows: Calibrators with FITC-inulin were prepared in Göttingen Minipig plasma (Bioreclamation, MGP10358) at the following concentrations, 700000, 269231, 103550, 39827, 15318, 5892, 2266, 872, 335, 129, 50 and 0 ng/ml. All samples and calibrators were subsequently diluted 30-fold in 500 mM Hepes pH 7.4 containing 0.1 % Tween-20, and then 10 µl samples were added in duplicate to a black 384 well plate (In-Vitro, GR-788-076). Calibrators were added in quadruplicates. The plate was measured in an EnVision® 2102 Multilable Reader at the following instrument settings: excitation/emission 485/535 nm, measurement height 9 mm, no. of flashes 10, light intensity 20%, and Gain 155. Data was analysed with an internally developed application, LOCI Calculator, which offers a graphical user interface to the R environment for statistical computing (www.r-project.org). Standard curves were fitted using a 5-parameter logistic model with a 1/Y2 weighing function. The data exclusion criteria were determined by the lower limit of quantification (LLOQ) and the highest calibrator concentration 700000 ng/ml. The LLOQ was the highest value at which the calculated CV was less than 20% and the recovery of each calibrator was within 80-120% of the known value. Based on three separate LLOQ determinations in pig plasma this value was set conservatively to 1000 pg/ml, meaning that not all the calibrators were required for calculation.  The assay was developed at Novo Nordisk A/S. |
| Urinary albumin | Urinary albumin content was analysed using a commercial pig albumin ELISA kit according to the manufacturer´s instructions (Cat. No. E101-110, Bethyl Laboratories, [www.bethyl.com](http://www.bethyl.com)).  In the process of in-house validation, intra-assay coefficient of variation (CV) was assessed to 4.1% by 12-folded measurement of 4 different porcine urine samples at the same assay. Inter-assay CV was assessed to 2.9% by a double folded measurement the same 4 urine samples at 3 different assays. |

**HISTOPATHOLOGY AND ELECTRON MICROSCOPY**

| **Parameter** | **Method** |
| --- | --- |
| Histopathological examination | Paraffin sections of 3 microns were stained with Periodic Acid-Schiff (PAS) and scanned using the Nanozoomer 2.0 (Hamamatsu Photonics K.K., Hamamatsu, Japan) at a magnification of ×40.  The mesangial expansion (ME) was evaluated in a blinded fashion as 20 glomeruli of each kidney evenly distributed in the cortex were assessed and graded into four categories: 0 (no ME), 1 (mild ME, ME width < 2 nucleus diameter), 2 (moderate ME, ME width < 4 nucleus diameter), and 3 (severe ME, ME width > 4 nucleus diameter)(Figure 2C). Only glomeruli with a vascular and a urinary pole were assessed for ME.  Additionally, a general morphological assessment of changes in the kidneys was performed.  The extent of fibrosis in each kidney section was assessed on a Picro-Sirius Red (PSR) stained section. Specifically, all PSR slides were scanned using the Nanozoomer 2.0 at an original magnification of ×40. The image analysis was performed using Visiopharm Integrator System software (VIS; Visiopharm, Hoersholm, Denmark). An automated tissue detection protocol was performed. Evaluation of the collagen content (glomerular as well as extra-glomerular) in the PSR stain was determined in a region of interest (ROI) restricted to the cortex region. Within the ROI a threshold analysis was performed using the features “Contrast red-green median” (65-∞) and “Chromaticity green mean” (0-0.3). |
| Glomerular size | Mean glomerular size was measured by training of a deep-learning network. Specifically, the dataset included 37 digital images which randomly were divided into a training set consisting of 30 images (80 %) and a test set consisting of 7 images (20 %). The images were imported into the image analysis platform HALO (v3.1.1076.405, Indica Labs, Albuquerque, NM, USA). A new classifier was developed using “DenseNet AI” plugin, a deep learning classifier. The classifier included 2 classes including tissue, and glomeruli. The classifier was trained by labelling tissue structures into the different classes in the training data set. Approximately 10 glomeruli from each training image were labelled “glomeruli” and the tissue surrounding the glomeruli was labelled “tissue”. The performance of the classifier was evaluated by running the classifier on the test images. If some structures were not correctly identified, more labelling and training was performed based on the identified errors. This workflow was followed until the classifier identified the correct structures on all the test images. The classifier was used to calculate the area of all glomeruli of each tissue section (image) and the mean glomerular area was then calculated |
| TEM | Based on the histopathological evaluation 2 animals from each of the three diet groups SD, FCC, and FFC-DIA, were selected for TEM. The tissue from these animals was processed for TEM. In short, the tissue was trimmed into 1 mm^3^ pieces and fixed in cooled 5% glutaraldehyde and 4% formaldehyde in 0.064M sodium phosphate buffer, pH 7.2 overnight and post-fixed in 2% OsO_4_ in cacodylate buffer (Ampliqon, Denmark) for 1 hr at RT followed by a wash in cacodylate buffer and staining with 0.5% uranyle acetate (Sigma-Aldrich, Denmark) before processing to epon (Ax-Lab, Denmark) blocks using increasing gradients of ethanol and increasing concentrations of epon in propylene oxide (Sigma-Aldrich, Denmark). Ultra-thin sections (~70 nm), cut with a diamond knife (Diatome 3 mm) and collected at copper grids, mesh 200, were examined in a Tecnai G2 SpiritBT Transmission Electron Microscope (FEI, The Netherlands). Images were obtained with a CETA camera 16M 300kV, camera firmware version 6442, using Tecnai TEM Imaging & Analysis version 5.7.1 software. |

**GENE EXPRESSION**

| Gene expression analysis | For this part of the study the following animals and diet groups were included: SD (n=7), FFC (n=14) and FCC-DIA (n=8). Ninety-six genes chosen from an *in-house* panel (see Supplementary Table S4 for genes included in the study and the corresponding designed qPCR primers), including 4 reference genes (ACTB, TBP1 and RPL4), were profiled by high-throughput qPCR.  Sixty mg of kidney tissue per sample were homogenized in a GentleMACS^TM^ Octo Dissociator machine (Miltenyi Biotec) using the RNeasy® Mini Kit (Qiagen) with DNase digestion, following manufacturer’s instructions. Quantity and quality were evaluated by: 1) NanoDrop^TM^ 1000 Spectrophotometer (Thermo Fisher Scientific) measurement to obtain concentration and purity (260/280 and 260/230 ratios); 2) Experion^TM^ Automated Electrophoresis System (Bio-Rad) measurement to obtain a RNA quality Index; 3) visual inspection of RNA samples run in an agarose gel electrophoresis. Five-hundred ng of total RNA were used to perform cDNA synthesis following the protocol described in Mentzel et al. 2018 {Mentzel, 2018 #330}. Two cDNA replicates were synthesized for each RNA sample and diluted 16 times before used in quantitative real-time PCR (qPCR).  

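Both cDNA replicates contributed to the Cq of 20 animals and 1 replicate to that of 8 animals. Those with 1 replicate were 5 of the 7 SD animals, 2 of the 13 FFC animals and 1 of the 8 FFC-DIA animals, so the number of replicates was not balanced over the groups. The copy of the supplementary raw data used here holds 48 cDNA samples and 49 of the 77 assays, and each of its 1372 means over replicates equals the deposited Cq. In the 20 animals with both replicates, the standard deviation between the replicates of an RNA had a median over the 49 assays of 0.581 cycles. It fell to 0.257 cycles once the shift common to all assays of a cDNA was removed, as normalization to reference genes does. The standard deviation of the log2 values between animals of a group was larger than this technical error in all 49 assays. For CDKN1A they were 0.636 and 0.202 and for ACE 0.487 and 0.269. The replicates lay more than 1.5 cycles apart in 122 of 980 comparisons.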

Assays were first optimized in a MxPro machine (Stratagene) and further optimized in a FlexSix IFC chip before running one 96.96 Dynamic Array IFC chip in a BioMark^TM^ HD platform (Fluidigm) following manufacturer’s protocol. Briefly, cDNA was pre-amplified using TaqMan PreAmp Master Mix (Applied Biosystems) and 16 cycles. Residual primers were digested using Exonuclease I (New England Biolabs). Subsequently, qPCR was carried out using 2X SsoFast EvaGreen Supermix with low ROX (Bio-Rad), primer pairs, 2X Assay Loading Reagent (Fluidigm) and 20X DNA Binding Dye (Fluidigm) according to manufacturer’s protocol. Thermal cycling conditions including melting curve analysis were 30 cycles of 5 seconds at 96ºC and 20 seconds at 60ºC. Finally, melting curve analysis was carried out by increasing the temperature from 60 to 95ºC to ensure specific amplification.  Raw qPCR data were manually curated by visual inspection of all melting curves. The cDNA replicates were accepted when the Cq values where < 1.5 cycles apart. When looking all assays, cDNA samples with > 20% of assays having the replicates >1.5 cycles apart were excluded. The PCR efficiencies were calculated based on the slope of a standard curve made with a dilution serial of a pool of all undiluted cDNA pre-amplified samples and only assays having a PCR efficiency between 80-115% were accepted for further processing. Subsequently, data were pre-processed using the GenEx Pro software version 6.1. 

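Of the 4 reference genes of the panel, ACTB had a standard deviation of 0.551 cycles over the 28 animals, TBP1 0.692, RPL4 1.26 and GAPDH 2.54. Mean Cq values of ACTB were 5.65 in SD, 5.80 in FFC and 5.70 in FFC-DIA, and those of TBP1 were 11.5, 11.8 and 11.1. RPL4 had a mean Cq of 7.86 in SD, 9.30 in FFC and 8.11 in FFC-DIA. The difference of 1.44 cycles between FFC and SD had an unadjusted p-value of 0.0139 (two-sided exact permutation test). Relative to the mean of ACTB and TBP1, RPL4 was 1.22 cycles later in FFC than in SD (p = 0.00737, exact permutation test), and 1.02 cycles later among animals with the same number of cDNA replicates (p = 0.0452, permutation within these strata). A later RPL4 raises the normalized value of every gene in that animal. The Cq of ACTB minus that of TBP1 was 0.59 cycles larger in FFC-DIA than in FFC (p = 0.000781, exact permutation test), so the relation between these 2 genes also differed between groups. Mean Cq values of GAPDH were 10.2 in SD, 9.52 in FFC and 8.66 in FFC-DIA. The SD values include a Cq of 20.6 in 1 animal, and without it the mean of SD was 8.50.

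**Figure D4:**
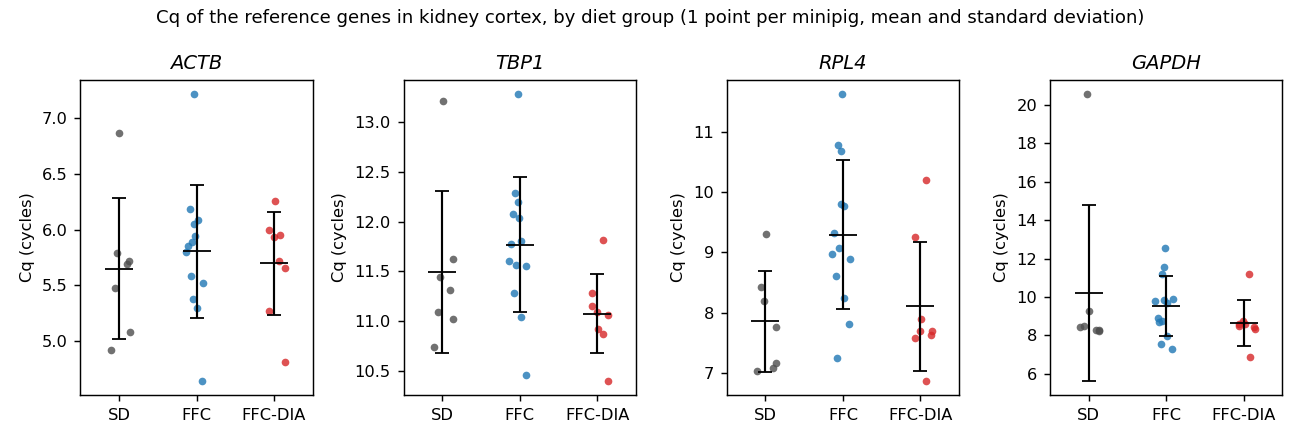
Cq (y axes, cycles, each gene on its own scale) of the reference genes ACTB, TBP1, RPL4 and GAPDH in each minipig by diet group, with bars for the mean and the standard deviation. RPL4 lies later in FFC (mean 9.30) than in SD (mean 7.86), and 1 SD animal has a GAPDH Cq of 20.6.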

Briefly, data were corrected for PCR efficiency (assays with an efficiency of 90-110% and R^2^≥ 0.98 were accepted), *ACBT*, *TBP* and *RPL4* were the most stable reference genes and were used to normalize the qPCR data. Subsequently, relative expression (or fold changes) for each assay was calculated scaling all samples to the SD diet group. Data were log2 transformed prior to statistical analysis. |
| --- | --- |
| Statistical analyses | For response variables evaluated both at T1 and T2 (BW, total body fat, systemic blood pressure (SYS-BP, DIA-BP, MEAN-BP), HR, circulating and urine biomarkers), repeated measurements models (PROC MIXED procedure) were used to account for correlations between measurements on the same animal. Group, cohort and time (T1 or T2) were included as class variables. Moreover, interaction between group and time was included as explanatory variable. An extra time class variable corresponding to the 30 minutes averages during the 24 hours continuous recording (n=48) was included for the HR and systemic blood pressure analyses, and day (12-17 PM) and night (00-05 AM) periods were defined. Pig was included as random variable. Two-way ANOVA with group and cohort as class variables was used to analyse data only recorded at study end (kidney weight, glomerular size, renal fibrosis and haematology). Logarithmic transformation was needed for some response variables to meet model requirements. The models were reduced with a backwards stepwise approach. Post hoc t-tests were performed if overall significance was obtained. Non-parametric Kruskal Wallis test was used if model requirements could not be obtained by logarithmic or square root transformation and post hoc Wilcoxon signed rank tests were used as non-parametric post hoc tests if overall significance was obtained. All post hoc *P*-values were Bonferroni adjusted for multiple testing. Mesangial matrix expansion recorded from 20 glomeruli per animal was analysed using the proportional odds model as the outcome variable was ordinal with 4 categories and the repeated measures structure was taken into account using a working independence assumption in PROC GENMOD. *P*-values<0.05 were considered significant.  Spearman correlation analyses were performed to test for associations between body/organ measures (BW, Fat% and kidney weight), renal *in vivo* function (RI index and GFR), plasma parameters (glucose, TG, TC, creatinine, urea and NGAL) and urine biomarkers (albumin, protein and NGAL, all adjusted to urine creatinine concentrations), histopathological changes (mean glomerular size and fibrosis), 24 hours telemetry measurements (MEAN-BP and HR). *P*-values were adjusted by Bonferroni correction.  For qPCR data, statistical analysis of the kidney-related genes (excluding reference genes) was performed using one-way ANOVA with group as class variable. 

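The F statistic of each gene over the groups was also referred to the F distribution in place of permuted labels. The p-values obtained in this way lay within 1% of those in the paper's supplementary table for 71 of the 73 genes, all except CDKN1A and CXCL2, the latter named after its value had been seen. For SLC2A1 the p-value from the F distribution was 0.000367. The same 4 genes passed Bonferroni correction with the F distribution, with permutations and with limma's moderated F.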

Significance levels were set to p=0.0007 to account for performing multiple comparisons (corrected *P*-values, done by the GenEx Pro software). Moreover, only fold changes ≥1.5 (up or down) were considered biologically relevant and discussed further (Supplementary table S4).  To further visualize grouping within the datasets, a principal component analysis (PCA) including relevant phenotypical variables (BW, Fat%, KW, RI, plasma NGAL, plasma glucose, glucagon, urea, creatinine, total cholesterol and TG, UACR, UPCR, NGALCR, Fibrosis area, glomerular size, mesangial expansion score, mean 24h BP and mean 24 h HR) was conducted using the R package FactoMineR and the package missMDA to deal with missing values (Figure 4 A). The most contributing variables to the variation in dimension 1 and 2, respectively, were identified and shown on Figure 4B. |

# Supplementary material for: Functional and morphological renal changes in a Göttingen Minipig model of obesity-related and diabetic nephropathy
**Source:** Sci Rep. 2023 Apr 12;13:6017. doi: 10.1038/s41598-023-32674-6
**Supplement:** Supplementary file 4 — Supplementary Information 4.

**Additional file 4: Inulin curves used for calculation of glomerular filtration rate (GFR)**

Inulin vs. time profiles in male, castrated Göttingen Minipigs fed with standard diet (SD) or fat, fructose and cholesterol rich diet (FFC) with or without additional salt (S) and with or without streptozotocin-induced diabetes (DIA). T1 (A, B) and T2 (C, D). Left panel: ordinary scale, right panel: log scale. Mean±SEM, n=6-15.

# Supplementary material for: Functional and morphological renal changes in a Göttingen Minipig model of obesity-related and diabetic nephropathy
**Source:** Sci Rep. 2023 Apr 12;13:6017. doi: 10.1038/s41598-023-32674-6
**Supplement:** Supplementary file 5 — Supplementary Information 5.

**Additional file 5: Statistics**

P-values from the multiple comparison tests (Table 1 and Table 2)

Average ME score: SD not included in the group-wise comparison since all SD had score 0

# Supplementary material for: Functional and morphological renal changes in a Göttingen Minipig model of obesity-related and diabetic nephropathy
**Source:** Sci Rep. 2023 Apr 12;13:6017. doi: 10.1038/s41598-023-32674-6
**Supplement:** Supplementary file 6 — Supplementary Information 6.

**Additional file 6: Haematology and clinical chemistry parameters**

Haematology and clinical chemistry parameters of castrated male Göttingen Minipigs diet-fed for approx. 1 year on standard diet (SD) or fat, fructose and cholesterol rich diet (FFC) with or without additional salt (S) and with or without streptozotocin-induced diabetes (DIA).

| **Parameter** | **SD**  n=8 | **FFC**  n=16 | **FFC-DIA**  n=12 | **FFC-DIA+S**  n=9 | **Overall *P*-value** |
| --- | --- | --- | --- | --- | --- |
| Leukocyte | 9.46 (4.32-10.23)^7^ | 9.81 (7.82-11.88)^13^ | 9.82 (6.65-10.74)^8^ | 11.36 (8.57-14.52)^8^ | NS |
| Erytrocyte | 6.34 (5.88-7.53)^7^ | 6.55 (5.74-7.05)^13^ | 5.57 (5.32-7.87)^8^ | 5.60 (4.72-6.52)^8^ | ^#^NS |
| Haemoglobin | 6.8 (5.9-8.1)^7^ | 6.8 (6.1-7.3)^13^ | 6.3 (5.5-7.6)^8^ | 6.0 (5.4-6.6)^8^ | NS |
| Haematocrite | 0.34 (0.30-0.40)^7^ | 0.33 (0.32-0.36)^13^ | 0.30 (0.28-0.39)^8^ | 0.30 (0.27-0.34)^8^ | NS |
| Platelets | 493 (340-560)^7^ | 490 (427-561)^13^ | 844 (566-1032)^8^ | 775 (268-975)^8^ | NS |
| P | 1.87 (1.79-2.07)^7^ | 2.11 (2.00-2.27)^14^ | 2.01 (1.84-2.11)^8^ | 2.06 (2.02 – 2.20)^8^ | NS |
| Ca | 2.44 (2.39-2.58)^7^ | 2.53 (2.43-2.57)^14^ | 2.45 (2.43-2.45)^8^ | 2.41 (2.34-2.48)^8^ | NS |
| Ma | 0.98 (0.87-1.01)^7^ | 0.93 (0.88-0.98)^14^ | 0.97 (0.94-1.00)^8^ | 0.96 (0.90-0.99)^8^ | NS |
| Na | 142.5 (141.4-144.5)^5^ | 143.6 (142.4-144.0)^13^ | 136.4 (135.7-137.1)^7^ | 135.6 (133.8-138.4)^7^ | SD,FFC>FFC-DIA,FC-DIA+S (*P*<0.0001) |
| K | 4.36 (4.21-4.48)^5^ | 4.42 (4.07-4.55)^13^ | 4.56 (4.33-4.72)^7^ | 4.59 (4.36-4.80)^7^ | NS |

#Logaritmic transformation

# Supplementary material for: Functional and morphological renal changes in a Göttingen Minipig model of obesity-related and diabetic nephropathy
**Source:** Sci Rep. 2023 Apr 12;13:6017. doi: 10.1038/s41598-023-32674-6
**Supplement:** Supplementary file 7 — Supplementary Information 7.

**Additional file 7: 24 hour systemic blood pressure and heart rate.**

Heart rate (A, B), systolic blood pressure (C, D), diastolic blood pressure (E, F) and mean blood pressure (G, H) in 48 intervals of 30 minutes each from 10:30 am to 10:30 am the following day. Male, castrated Göttingen Minipigs fed with standard diet (SD) or fat, fructose and cholesterol rich diet (FFC) with or without additional salt (S) and with or without streptozotocin-induced diabetes (DIA). Left panel: T1, right panel: T2. Blue shaded area is the Day-time period and grey shaded area is the Night-time period used in the statistical analysis. Median±interquartile range, n=6-14.

# Supplementary material for: Functional and morphological renal changes in a Göttingen Minipig model of obesity-related and diabetic nephropathy
**Source:** Sci Rep. 2023 Apr 12;13:6017. doi: 10.1038/s41598-023-32674-6
**Supplement:** Supplementary file 8 — Supplementary Information 8.

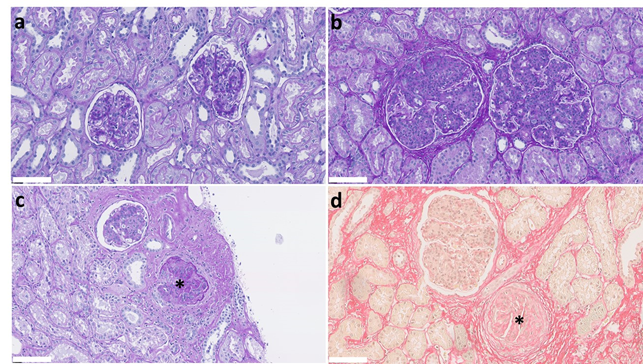

**Additional file 8: Histopatholgical findings**

Examples of histopathological findings observed in animals from the FFC, FFC-DIA and FFS-DIA+S groups. Compared to the SD group (a), animals from the FFC-DIA group (b-d) showed enlarged glomeruli with mesangial expansion, increased glomerular size and hyperplasia of the glomerular cells (b). In few cases glomerulosclerosis (asterisk, c and d) and extensive periglomerular fibrosis was observed (c and d). a, b and c: Periodic acid Schiffs (PAS), d: picrosirius red (PSR) staining.

How the deposited data were processed for this re-analysis (not part of the article)

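Gene expression in tissue from the left kidney cortex was measured in 28 castrated male Göttingen Minipigs, 7 in the SD, 13 in the FFC and 8 in the FFC-DIA group, with each animal taken as 1 replicate. The mapping of samples to groups came from the sample labels, the legend of Fig. 4 and the supplementary tables. The supplementary raw data label the FFC animals HFD, which was read as FFC with the same animal numbers.

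By the paper's supplementary methods, the authors synthesized cDNA in 2 replicates per RNA, pre-amplified it, ran it on a microfluidic chip, curated melting curves and by their stated rule accepted cDNA replicates less than 1.5 cycles apart. They deposited the resulting Cq values of 77 assays, 73 kidney genes and 4 reference genes, as means over the cDNA replicates held for an animal, without normalization. In the assays that could be compared, replicates more than 1.5 cycles apart (122 of 980 comparisons) were also averaged. The authors also deposited a table of fold changes, linear ratios to the SD group after normalization to reference genes. In that table 437 of 2016 numbers (21.7%) are whole numbers, and all 353 whole numbers that stand at their own gene equal the ratio computed here after rounding. Among the whole numbers 53 are 0. ADGRE1 has no values, 60 genes hold values that match their own Cq and 12 hold those of another gene. In the column of 1 animal, 4 cells hold words in place of ratios.

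The design fixed before the data were examined took the authors' normalized values as the main values and the normalization of the Cq values as an alternative. Because of the damage to the fold-change table these roles were exchanged. The exchange was made after the Cq-derived values had been seen to match the paper's log2 values, and part of the paper's supplementary values, among them the p-values of all 73 genes, had been read when the design was fixed. The log2 relative quantity is the mean Cq of ACTB, TBP1 and RPL4 minus the Cq of the gene, with the mean of the SD group set to 0 and a factor of 2 per cycle. These are the reference genes the authors name. The authors' correction for PCR efficiency could not be repeated, yet for 47 of 48 genes the largest difference from the paper's log2 values was 0.00083. The exception is CXCL2, with differences of up to 3.36. A factor per cycle other than 2 would have rescaled a gene, so no effect of that correction is visible in the 47 genes. The median absolute difference from the paper's log2 values was 0.00027 with these 3 reference genes, 0.42 with all 4 and 0.25 with ACTB and TBP1. The copies of the supplementary sheets used here are shortened to 49 of 77 assays and 48 of 73 genes and were used for comparisons of values only.

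The 3 groups were compared per gene with a permutation test of the one-way F statistic, 100000 labellings including the observed one, so that the smallest p-value is 1e-05, with Bonferroni adjustment over 73 genes at 0.05. Pairs of groups were compared with two-sided exact permutation tests over 77520 splits (FFC vs. SD), 6435 splits (FFC-DIA vs. SD) and 203490 splits (FFC-DIA vs. FFC), adjusted over the 3 comparisons of a gene or, for counts of genes, by Benjamini-Hochberg over the 73 genes. Standard errors are those of a difference of means with unequal variances. No filter on Cq was applied in the main analysis. Precision is set by the number of animals and by the Cq, as qPCR gives no read depth.

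Genes are named in the text if the paper names them as qPCR results (6 genes), if they are among the 5 next smallest p-values, if they are among the 2 smallest p-values of the fibrosis or inflammation list, or if their animals fall into 2 clusters more than 2 log2 units apart with at least 4 animals in each. This rule names 14 genes. Of the 5 with the next smallest p-values, VEGFB had a permutation p-value of 0.00736 and GREM1 of 0.00991, neither past Bonferroni or Benjamini-Hochberg adjustment over the 73 genes in that test. Both were among the 14 genes that differed between FFC and SD. Some genes are not reported here, although they were kept in the analysis and in all counts of genes. Lists of 21 fibrosis and 25 inflammation genes were assigned by gene name. Of the 77 assay names, 72 are symbols of the pig RefSeq gene table (Sscrofa11.1). END1, GSTP1, TSP1, VIM1 and TBP1 are not, and all names are printed as deposited, without coordinates.

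The alternatives were p-values from the F or t distribution, rank statistics, limma's moderated statistics, another adjustment for multiple testing, linear quantities, the deposited fold-change table, each reference gene alone, all 4 reference genes, centring on the mean of the kidney genes, the replicate number as a block, the animal-number series as a block, the number of cDNA replicates as a covariate, assays with a mean Cq above 18 left out, and each animal left out in turn. ACTB and TBP1 without RPL4 were added after the spread of RPL4 had been seen.

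The procedures were tried on 10 simulated tables of 73 genes with the mean Cq of the real assays and the spread of the real kidney genes, and with a smaller spread for the reference genes than the real one. In each table 20 genes, 200 in total, were raised by 1.5 log2 units in FFC-DIA. The permutation test over 3 groups called 66.5% of them and 1 of 530 unchanged genes, the exact test of FFC-DIA vs. FFC 87.5% and 15 of 530, and limma 70% and 2 of 530. A delay of RPL4 by 1.2 cycles in FFC moved the simulated panel median of FFC vs. SD to 0.41. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 were used.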

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

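The tests of explanations given here, apart from the counts over regroupings of the animals, were chosen after the results had been seen. In 18 genes, the 14 named genes and 4 reference genes, the groups with 7 or 8 animals were examined for a single animal far from its group. This gave 36 groups and 4 such animals, where chance alone gives about 1 in 20 groups, or 1.8.

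GAPDH had a Cq of 20.56 in SD animal 6, while the other SD animals had a mean of 8.50 with a standard deviation of 0.386, and all other animals lay between 6.88 and 12.5. Poor RNA or too little cDNA in this animal would delay all its assays. The median over its 76 other assays was 0.053 cycles earlier than in the other SD animals (-0.053), which argues against that explanation. A failed reaction of this assay remains open and was not tested, and nothing in the design gives a biological explanation for a single animal. GAPDH is not among the reference genes the paper used. A second GAPDH value, a Cq of 11.2 in FFC-DIA animal 6 against a mean of 8.29 in the other FFC-DIA animals, and a TBP1 Cq of 13.21 in SD animal 1 against a mean of 11.2 in the other SD animals were also apart. SD animal 1 was also the latest SD animal in ACTB (6.87, with the next at 5.79) and RPL4 (9.31, with the next at 8.42). Its delay was therefore not confined to TBP1. Poor RNA or too little cDNA would delay all its assays. Most of its log2 values lay below the SD mean although its reference genes were late, so most of its other assays were late too. The values go with that explanation, while the RNA itself was not examined here. No explanation was tested for the GAPDH value of FFC-DIA animal 6.

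The CXCL12 value of SD animal 6 was 1.22, against a mean of -0.20 and a standard deviation of 0.228 in the other SD animals. Without this animal CXCL12 passed Bonferroni correction over the 73 genes. The same animal has the late GAPDH, which does not enter the normalization. No explanation was tested for its CXCL12 value.

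Outside the genes the paper discusses, 3 genes passed Benjamini-Hochberg adjustment over the 73 genes in the permutation test over the groups, SMAD4 (p = 0.00149), CXCL12 (p = 0.00173) and TSP1 (p = 0.00208). None passed Bonferroni correction. All were highest in FFC, as is the panel as a whole. If RPL4 in the normalization were their whole cause, none would pass with ACTB and TBP1 alone. With these 2 reference genes 1 of the 3 still passed, SMAD4 (adjusted permutation p = 0.0336), while CXCL12 (0.532) and TSP1 (0.0700) did not. RPL4 does not enter this pass of SMAD4, but TBP1 does. TBP1 itself differed between FFC-DIA and FFC (unadjusted p = 0.0156, exact permutation test). Centring on the mean of the 73 genes does not use RPL4 either. SMAD4 then did not pass between FFC and SD (0.13, adjusted p = 0.974, exact permutation test). Nor did it between FFC-DIA and FFC (-0.23, adjusted p = 0.0670, exact permutation test). The 2 scalings without RPL4 thus leave the question open for SMAD4. With centring TSP1 was still lower in FFC-DIA than in FFC (-0.47, adjusted p = 0.00348, exact permutation test). This argues against RPL4 as the whole cause for TSP1 in that pair. Between FFC and SD the centred difference of TSP1 did not pass (0.32, adjusted p = 0.168, exact permutation test). There, and for CXCL12, RPL4 as the whole cause stays open. An effect of the FFC diet remains an open explanation that these data cannot separate from a change in the reference genes themselves.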

How the results depend on the processing

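The largest changes came from the reference genes. Values are log2 differences of means unless they are counts of genes, and the cause of a change was not tested unless stated. The difference of CDKN1A between FFC-DIA and FFC kept its direction and its side of the threshold under all 17 alternatives and with each of the 28 animals left out, ranging from 2.06 to 3.15 and from 2.40 to 2.74, when adjusted over the 3 comparisons of the gene. With adjustment over the 73 genes it was not past the threshold with RPL4 alone, GAPDH alone or the replicate block. That of CDKN1A between FFC-DIA and SD did so over the 3 comparisons under all alternatives except GAPDH alone.

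In the main analysis 4 genes passed the test over the groups, 26 had an unadjusted p-value under 0.05, and 0 fibrosis and 0 inflammation genes passed, with 9 and 6 at an unadjusted p-value under 0.05. In the pairs 14 genes differed for FFC vs. SD, 2 for FFC-DIA vs. SD and 4 for FFC-DIA vs. FFC. The panel medians were 0.55, 0.21 and -0.33.

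With ACTB and TBP1 without RPL4, chosen after the data had been seen, 2 genes passed and 15 had an unadjusted p-value under 0.05, and 0 genes differed for FFC vs. SD and 4 for FFC-DIA vs. SD. ACE (0.35) lost significance for FFC vs. SD, and there CDKN1A (-0.13) and SLC2A1 (-0.0433), not significant in either case, changed sign. The panel median for FFC vs. SD was 0.14, with 51 genes higher and 22 lower against 65 and 8.

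With the animals centred on the mean of the 73 genes, 2 genes passed, CD8A and CDKN1A, 16 had an unadjusted p-value under 0.05, 1 inflammation gene passed, CD8A, and 1 gene differed for FFC vs. SD, where the panel median was 0.0346 with 39 genes higher and 34 lower. Between FFC and SD, ACE (0.24) lost significance and CDKN1A (-0.24) and SLC2A1 (-0.15) changed sign. Centring removes the panel median by construction.

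With ACTB alone, 1 inflammation gene passed, CD68, 0 genes differed for FFC vs. SD and 7 for FFC-DIA vs. FFC, all 7 higher. The panel medians were 0.0842 for FFC vs. SD and 0.23 for FFC-DIA vs. FFC. Between FFC and SD, ACE (0.29) lost significance, and CDKN1A (-0.19) and SLC2A1 (-0.10) changed sign. ACE (-0.40) and SLC2A1 (-0.43) lost significance for FFC-DIA vs. FFC, and SLC2A1 for FFC-DIA vs. SD (-0.53).

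With TBP1 alone, 1 fibrosis gene passed, SMAD4, and 0, 5 and 9 genes differed in the 3 pairs. ACE (0.41) lost significance for FFC vs. SD, and CDKN1A (-0.0706) changed sign. NPHS1 for FFC-DIA vs. FFC (-0.96) gained significance.

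With RPL4 alone, 42 genes had an unadjusted p-value under 0.05, 1 inflammation gene passed, CXCL12, and 53, 1 and 1 genes differed in the 3 pairs. The panel medians were 1.37 for FFC vs. SD, with 71 genes higher and 2 lower, and -0.86 for FFC-DIA vs. FFC. SLC2A1 for FFC-DIA vs. SD (-0.34) lost significance. ACE for FFC-DIA vs. SD (0.0897) changed sign and was not significant.

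With GAPDH alone, 0 genes passed, 1 had an unadjusted p-value under 0.05 and 0 genes differed in each pair. The panel medians were -0.77 for FFC vs. SD and -1.31 for FFC-DIA vs. SD. For FFC vs. SD, ACE (-0.57), CDKN1A (-1.05) and SLC2A1 (-0.96) changed sign, and NPHS1 (0.21) lost significance. For FFC-DIA vs. SD, NPHS1 (-0.93) changed sign and CDKN1A (1.34) and SLC2A1 (-2.15) lost significance. For FFC-DIA vs. FFC, ACE (-1.16) and SLC2A1 (-1.19) lost significance. This setting includes the GAPDH Cq of 20.6 in 1 SD animal. Without that animal the mean GAPDH Cq was 8.50 in SD, against 9.52 in FFC and 8.66 in FFC-DIA. The changes of sign with GAPDH alone therefore rest on this 1 animal. With all 4 reference genes, 1 gene passed, 5 had an unadjusted p-value under 0.05, and 0 genes differed for FFC vs. SD and 0 for FFC-DIA vs. SD. ACE (0.43) and NPHS1 (1.20) for FFC vs. SD and SLC2A1 (-1.01) for FFC-DIA vs. SD lost significance, and CDKN1A for FFC vs. SD (-0.0529) changed sign.

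With the deposited fold-change table, 2 genes passed, and SLC2A1 for FFC-DIA vs. FFC (-0.34) lost significance and for FFC vs. SD (-0.34) changed sign. In that table the values listed at SLC2A1 match another gene's Cq. With linear quantities 2 genes passed, 1 gene differed for FFC vs. SD, and NPHS1 for FFC vs. SD (1.77) lost significance. With the other adjustment 9 genes passed, 2 of them fibrosis genes and 1 an inflammation gene, and 1 gene differed for FFC vs. SD. Between FFC and SD 6 genes differed with p-values from the t distribution, 8 with rank statistics and 3 with limma.

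With the number of cDNA replicates as a covariate, 0 genes differed for FFC vs. SD and 0 for FFC-DIA vs. SD, and ACE (0.62) for FFC vs. SD and SLC2A1 for FFC-DIA vs. SD (-0.46) lost significance. Only 1638 and 216 arrangements of the labels remain in those 2 pairs, so the smallest p-value is 0.00061 and 0.0046, which limits the counts after adjustment over 73 genes.

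The replicate numbers did not pair the animals. Of 22 correlations between same-numbered animals 5 were above 0.1, with a median of -0.11 and a range from -0.48 to 0.54. With the number as a block, 1 fibrosis gene passed, SMAD4, VEGFB passed over the groups too (adjusted permutation p = 0.00511), and 0, 0 and 0 genes differed in the 3 pairs, where the block leaves 128, 128 and 256 arrangements, and ACE for FFC vs. SD (0.72) was not past the threshold.

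Across the 28 analyses that each left out 1 animal, from 2 to 5 genes passed (2 without FFC-DIA animal 1 or 7), from 16 to 32 had an unadjusted p-value under 0.05 (16 without SD animal 1, 17 without SD animal 2 or 7), from 0 to 1 fibrosis genes passed (1 without FFC animal 13) and from 0 to 1 inflammation genes (1 without SD animal 6). The count for FFC vs. SD ran from 0 to 24. It was 0 without FFC animal 2, 8, 9 or 10 or SD animal 1, 2, 3 or 7, it was 2 without FFC animal 3, 5 or 7, 3 without FFC animal 1, 7 without FFC animal 12, 9 without SD animal 4 and 24 without FFC animal 13. ACE for FFC vs. SD ran from 0.68 to 0.91 and lost significance without SD animal 4 or 7 (0.68 in both). NPHS1 for FFC-DIA vs. FFC gained it without FFC-DIA animal 6 (-1.21).

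Of 100 regroupings of the animals, the real one included, 2 gave as many genes past Bonferroni correction and 3 as many with an unadjusted p-value under 0.05. Of 100 splits of each pair, the real one included, 2 gave as many genes for FFC vs. SD, 2 for FFC-DIA vs. SD and 2 for FFC-DIA vs. FFC. Chance in the assignment of animals is argued against for these counts, although other splits gave up to 21, 9 and 28 genes in the 3 pairs.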

Differences from the paper's values

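The supplementary methods of the paper give 14 FFC animals for gene expression, while 13 were deposited and analysed, the number in the legend of Fig. 4. Of the fold changes, the counts of genes and the mean relative quantities read from Fig. 4 by eye, none differed from the paper's. The values that differed are p-values, and the exact and permutation tests used here have a smallest p-value that the F and t distributions do not have.

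For CDKN1A the permutation p-value over the groups was 1e-05, the smallest possible, against the paper's 8e-08. The F distribution gave 1.4e-09, and no alternative set before the data were examined gave a value within 1.5 times the paper's. For SLC2A1 it was 0.00014 against the paper's 0.00036658. The F distribution (0.000367), the rank statistic (0.00029), limma (0.000456), the animal-number series as a block (0.00031) and the number of cDNA replicates as a covariate (0.00052) closed that gap, and the others did not.

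In the pairs, the adjusted p of the exact permutation test for CDKN1A in FFC-DIA vs. SD was 0.000466 against the paper's 1e-08, and none of the alternatives set before the data were examined closed the gap. For ACE in FFC vs. SD it was 0.0200 against the paper's 0.0075, closed by Benjamini-Hochberg adjustment (0.0100) and RPL4 alone (0.00848) only. For ACE in FFC-DIA vs. FFC it was 0.000944 against the paper's 0.00055, closed only by the t distribution (0.000596). For SLC2A1 in FFC-DIA vs. SD it was 0.0149 against the paper's 0.042, closed by limma (0.0430) and all 4 reference genes (0.0587). The replicate block gave 0.0469 (exact permutation test), the smallest adjusted value that its 128 arrangements allow. Its nearness to 0.042 therefore explains nothing. The deposited fold-change table gave 0.0332, which is not a value for SLC2A1, since that table holds another gene's values at this name. No other alternative closed the gap. For SLC2A1 in FFC-DIA vs. FFC it was 0.0013 against the paper's 0.00023, and no alternative closed the gap.

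The paper describes NPHS1 as tending to be higher in FFC than in SD. Here that pair alone had an adjusted p of 0.0084 (exact permutation test), while the test over the groups did not pass Bonferroni correction.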

Other observations

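The tests in this part were chosen after the results they concern had been seen.

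Most of the panel was higher in FFC than in SD, with a median log2 difference of 0.55 with ACTB, TBP1 and RPL4 as reference genes. With ACTB and TBP1 alone it was 0.1432. Leaving out RPL4 moves every gene of a group by the same amount, which is set by the delay of RPL4 itself, so this value cannot show whether RPL4 or the panel changed. The uneven number of cDNA replicates over the groups was weighed as a cause of that delay. Among animals with the same number of replicates RPL4 was still 1.017 cycles later in FFC than in SD relative to ACTB and TBP1, against 1.22 without that restriction, which argues against it as the whole cause. Within the animal-number series the difference was 1.08 cycles. Without normalization the mean panel median Cq was 11.992 in SD (standard deviation 0.80) and 12.065 in FFC (0.52). This difference of 0.073 cycles (p = 0.813, exact permutation test) shows no rise of the panel, while RPL4 was 1.44 cycles later in FFC. A raw Cq also depends on the amount of cDNA of an animal. A lower level or a fault of RPL4 in the FFC animals and a true rise of most panel genes therefore cannot be told apart with certainty, although the raw values show no rise.

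Some assays followed RPL4 more closely than the amount of cDNA would make them. The mean Cq of ACTB and TBP1 was subtracted from each of 74 assays and from RPL4, and the correlation over the 28 animals was computed for each. Subtracting the same mean from both sides alone pushes these correlations up, yet their median over the assays other than VEGFA was -0.18. For VEGFA, named after its values had been seen, Pearson's r was 0.9406 and Spearman's rho 0.956 (each with a permutation p of 1e-05, the smallest possible, and Benjamini-Hochberg adjusted values of 0.000148 and 0.000185). Without the 2 animals farthest from the median of RPL4 r was 0.940. It was 0.970 within SD, 0.880 within FFC and 0.988 within FFC-DIA, and 0.965 and 0.958 among the 8 animals with 1 and the 20 with 2 cDNA replicates. An unequal amount of cDNA would leave no such relation after subtraction, so the values argue against it. In total 4 assays correlated positively with RPL4 after adjustment, VEGFA, AGER and CD8A among them, and 9 negatively, NPHS1 with the lowest r (-0.847). By Spearman's rho 5 did so positively and 7 negatively, and the positive ones then included COL4A2 (0.676) and the reference gene GAPDH (0.713). A candidate source is genomic DNA that both assays amplify, since the Cq of VEGFA kept a distance from that of RPL4 with a standard deviation of only 0.3553 cycles. The authors treated the RNA with DNase, and reactions without reverse transcriptase were not used here, so DNA and a shared regulation of the 2 transcripts cannot be told apart. VEGFA was also the only gene among the 14 that differed between FFC and SD that was lower in FFC (-0.66).

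COL4A2 fell into 2 clusters of animals, 8 with an early Cq (8.69 to 11.2) and 20 with a late one (14.0 to 18.5), separated by a gap of 2.823 cycles, or 4.18 on the log2 scale. IGF1 did so too, with 19 early and 9 late animals and a gap of 1.431 cycles, or 2.94 on the log2 scale. Noise of cDNA synthesis or amplification would place replicates of an RNA on different sides, and in 20 of 20 animals with both replicates they lay on the same side, for COL4A2 and for IGF1. Normalization cannot make a gap that the Cq values themselves have. Diet or diabetes as the whole cause would place each group on one side, and in all 3 groups of animals both sides occurred. COL4A2 was early in 2 SD, 2 FFC and 4 FFC-DIA animals, and IGF1 in 4 SD, 10 FFC and 5 FFC-DIA animals. An effect of diet or diabetes on the share of animals on each side was not tested and stays open. The clusters of the 2 genes did not coincide, with 7 animals late in both (p = 1, Fisher's exact test). A difference between animals in the sequence under a primer is a hypothesis that was not tested, since no genotypes were used here. A comparison of group means of these 2 genes mainly counts how many animals of each kind a group holds.

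In the 20 animals with a late COL4A2, its Cq followed that of RPL4 at a mean distance of 7.20 cycles with a standard deviation of 0.3226 cycles, against 0.980 cycles for the distance from the mean of ACTB and TBP1. Pearson's r with RPL4 was 0.965 and Spearman's rho 0.944 (permutation p of 1e-05 each, the smallest possible), and r was 0.953 without the 2 animals farthest from the median of RPL4, 0.970 within the 11 FFC animals, and 0.952 and 0.982 among the 7 animals with 1 and the 13 with 2 cDNA replicates. With the mean of ACTB and TBP1 r was 0.622 and rho 0.770 (permutation p of 0.0029 and 0.00012). These were the 2 relations examined. In the 8 animals with an early COL4A2 the order was the other way, with r of 0.665 for RPL4 and 0.887 for ACTB and TBP1. An unequal amount of cDNA as the source of the late signal is argued against by the narrower distance from RPL4. The late COL4A2 signal may come from the same template as part of the RPL4 and VEGFA signals, which a reaction without reverse transcriptase would test.

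FFC animal 9 had the highest value of the 28 animals in 45 of the 73 genes, and the next animal in 4. It also has the latest RPL4, with a Cq of 11.6 against 10.8 in the next animal. With ACTB and TBP1 alone it was the highest in 13 genes, and another animal in 19. Leaving out RPL4 lowers all values of this animal alike, so whether its RPL4 or its other genes changed cannot be told apart. With these 2 reference genes it still lay more than 1 log2 unit above the next animal in 4 genes, among them CCL2 (by 2.23), VCAM1 (by 1.65) and CX3CL1 (by 1.06), named after their values had been seen. These 3 are on the inflammation list, and whether this animal had renal inflammation was not tested.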
